# Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis

**DOI:** 10.1186/s12870-019-2048-8

**Published:** 2019-10-14

**Authors:** Li Xue, Jian Wang, Jun Zhao, Yang Zheng, Hai-Feng Wang, Xue Wu, Cheng Xian, Jia-Jun Lei, Chuan-Fei Zhong, Yun-Tao Zhang

**Keywords:** Pink-flowered strawberry, Flower color, Pigmentation, Cyanidin, Transcriptome analysis, Anthocyanin biosynthesis pathway

## Abstract

**Background:**

Pink-flowered strawberry is a promising new ornamental flower derived from intergeneric hybridization (*Fragaria* × *Potentilla*) with bright color, a prolonged flowering period and edible fruits. Its flower color ranges from light pink to red. Pigment compounds accumulated in its fruits were the same as in cultivated strawberry fruits, but different from that in its flowers. However, the transcriptional events underlying the anthocyanin biosynthetic pathway have not been fully characterized in petal coloration. To gain insights into the regulatory networks related to anthocyanin biosynthesis and identify the key genes, we performed an integrated analysis of the transcriptome and metabolome in petals of pink-flowered strawberry.

**Results:**

The main pigments of red and dark pink petals were anthocyanins, among which cyanidins were the main compound. There were no anthocyanins detected in the white-flowered hybrids. A total of 50,285 non-redundant unigenes were obtained from the transcriptome databases involved in red petals of pink-flowered strawberry cultivar Sijihong at three development stages. Amongst the unigenes found to show significant differential expression, 57 were associated with anthocyanin or other flavonoid biosynthesis, in which they were regulated by 241 differentially expressed members of transcription factor families, such as 40 MYBs, 47 bHLHs, and 41 NACs. Based on a comprehensive analysis relating pigment compounds to gene expression profiles, the mechanism of flower coloration was examined in pink-flowered strawberry. A new hypothesis was proposed to explain the lack of color phenotype of the white-flowered strawberry hybrids based on the transcriptome analysis. The expression patterns of *FpDFR* and *FpANS* genes corresponded to the accumulation patterns of cyanidin contents in pink-flowered strawberry hybrids with different shades of pink. Moreover, *FpANS*, *FpBZ1* and *FpUGT75C1* genes were the major factors that led to the absence of anthocyanins in the white petals of pink-flowered strawberry hybrids. Meanwhile, the competitive effect of *FpFLS* and *FpDFR* genes might further inhibit anthocyanin synthesis.

**Conclusions:**

The data presented herein are important for understanding the molecular mechanisms underlying the petal pigmentation and will be powerful for integrating novel potential target genes to breed valuable pink-flowered strawberry cultivars.

## Background

Strawberry is known for its unique aroma, sweet taste, and rich nutrients [1, 2]. As one of the highly valued berry crops, commercial, ornamental pink-flowered strawberry (PFS) cultivars have been developed, from the cross between white-flowered strawberry (*Fragaria* × *ananassa* Duch.) and purple-flowered marsh cinquefoil (*Potentilla palustis* (L.) Scop.) [3]. The PFS is popular for its bright color, prolonged flowering period and edible fruit [4]. It can be used as ground cover, a pot plant, or in a hanging basket [5]. Several ornamental PFS cultivars have been released worldwide in the last two decades, such as Pikan, Viva Rosa, Tarpan, Toscana, Sijihong and Xiaotaohong [6]. However, in China, the breeding of PFS has been carried out only recently.

Flower color is one of the most important characteristics of ornamental plants, which is affected by the different kinds of plant pigments, such as flavonoids, carotenoids and betalains [7, 8]. Anthocyanins, a group of flavonoids, are the principal flower pigments, imparting color to flowers, ranging from light pink to violet. Varying shades of ornamental peach flowers has been attributed to cyanidins (Cys), whose content considerably varied in red, pink, and variegated petals [9]. Anthocyanins are synthesized via the ubiquitous and well-described secondary metabolic pathway in plants, such as *Antirrhinum majus*, *Gerbera hybrida*, *Prunus persica*, and *Triticum aestivum* [10–13]. Nevertheless, the molecular mechanism regulating anthocyanin synthesis in different plant species has not been identified, because of the structural diversity of anthocyanins [14].

Considerable progress has been made over the past decades to characterize the diverse pigment compounds among different strawberry fruits and to uncover the genes and mechanisms involved in the accumulation of different pigments via biosynthetic pathways [15–18]. The main anthocyanins in strawberry fruits are derived from pelargonidin (Pg) and Cy aglycones. The major pigment in cultivated strawberries has been identified as pelargonidin-3-glucoside, which confers a bright red color to the receptacle [19, 20]. Interestingly, the main type of anthocyanin in PFS petals, cyanidin-3-O-glucoside (Cy3G), is different from that accumulated in strawberry fruits [21]. The mechanism underlying the anthocyanin biosynthetic pathway (ABP) in strawberry fruit has been characterized, but no information is available on flower coloration in PFS.

The mechanism involved in flower color variation is complex, because the ABP is tightly regulated by multiple exogenous and endogenous factors through regulatory networks, including several transcription factors [22, 23]. Once a candidate gene is identified with either sequence or expression differences that correlate with flower color, subsequent biochemical analysis of the petal can be used to evaluate the flavonoid composition by high-performance liquid chromatography coupled with mass spectrometry (HPLC-MS). In particular, transcript and metabolite datasets have been combined via correlation and clustering analyses and further represented as connection networks between genes and metabolites in several plants, including tobacco [24], soybean [25] and kale [26]. Through a combination of chemical analysis and transcriptome analysis, the major metabolic pathways related to *Muscari* flower pigmentation have been deduced and the candidate genes targeting the loss of pigments in the plants have been examined [27]. In the present study, we explored the regulatory networks of the ABP in the petals of PFS at the transcriptome and metabolome levels. The RNA-Seq for PFS flower color was performed using the Illumina sequencing technique and HPLC-MS was used to identify and quantify the flavonoid composition. Connection networks were mapped between metabolites and transcripts to highlight the regulatory genes associated with anthocyanin metabolites. Our study will provide new insights for the subsequent study on complex physiological processes and molecular mechanisms associated with the biosynthesis and regulation of anthocyanins in the flowers of PFS.

## Results

### Major classes of coloration compounds in PFS petals

The branching products of the flavonoid biosynthesis pathway (FBP) in different-colored petals of PFS were determined to examine the metabolic patterns. The results showed that the main coloration compounds of red and dark pink petals were anthocyanins, among which accounted for 79.08 and 57.78% of the total flavonoid (TFL) content in the red and dark pink petal. As the flower color deepened, the anthocyanin content increased, and the red petal showed the highest TFL content, followed by the dark pink, pink, light pink and white petals, in which the anthocyanin content was 1651.38, 858.73, 310.51, 89.05, and 0.00 μg·g^− 1^ (Table 1). The PFS contained three anthocyanin compounds, namely Cy, Pg and delphinidins (Del), among which Cy was the major anthocyanin. The red petals presented the highest Cy content, accounting for 77.43% of the TFL content, which was 1.95, 5.49, and 21.83 times higher than that in the dark pink, pink and light pink petals, respectively (Table 1 and Fig. 1). No anthocyanin was detected in white-flowered hybrids. The content of kaempferol (Ka) in the pink, light pink, and white petals was almost the same, which was 18.74 times higher than that in the red petal. The white petal presented the highest dihydrokaempferol (DHK) content, accounting for approximately 3.13% of the TFL content, followed by the light pink, whereas the red and dark pink petals presented the lowest content. The pink-flowered strawberry cultivar Sijihong showed dark red flowers. In its different developmental stages, the big bud stage (D) had the highest total anthocyanin (TA) content with 1670.02 μg·g^− 1^, followed by half opened stage (B) with 1613.09 μg·g^− 1^, and no anthocyanin was detected in the young bud stage (L) (Additional file 1: Table S1).

**Table 1:** The contents of flavonoids in petals of pink-flowered strawberry hybrids with different color

Flavonoid types		Red		Dark pink		Pink		Light pink		White	
		Contents (μg·g^− 1^ fw)	Percent(%)	Contents (μg·g^− 1^ fw)	Percent(%)	Contents (μg·g^− 1^ fw)	Percent(%)	Contents (μg·g^− 1^ fw)	Percent(%)	Contents (μg·g^− 1^ fw)	Percent(%)
Anthocyanidins	Cyanidins	1616.76 ± 123.2	77.43	827.29 ± 44.44	55.66	294.43 ± 14.67	20.56	74.07 ± 9.73	6.87	–	–
	Pelargonins	27.53 ± 6.69	1.31	26.24 ± 5.16	1.77	14.19 ± 1.29	0.99	13.13 ± 2.01	1.22	–	–
	Delphinidins	7.09 ± 3.32	0.34	5.2 ± 0.9	0.35	1.89 ± 0.38	0.13	1.85 ± 0.34	0.17	–	–
Flavanones	Naringenins	–	–	–	–	–	–	–	–	–	–
Flavonols	Myricetins	–	–	–	–	–	–	–	–	–	–
	Quercetins	327.35 ± 3.61	15.68	53.15 ± 4.43	3.58	93.4 ± 3.56	6.52	5.57 ± 0.13	0.52	1.21 ± 0.19	0.12
	Kaempferols	52.76 ± 1.18	2.53	568.42 ± 3.64	38.24	988.74 ± 3.83	68.99	960.58 ± 6.09	89.15	932.81 ± 5.09	96.21
	Dihydromyricetins	–	–	–	–	–	–	–	–	–	–
	Dihydroquercetins	–	–	–	–	–	–	–	–	–	–
	Dihydrokaempferols	3.63 ± 0.13	0.17	0.8 ± 0.08	0.05	9.55 ± 0.3	0.67	13.6 ± 0.26	1.26	30.32 ± 1.58	3.13
Procyanidines	Catechins	52.67 ± 1.67	2.54	5.16 ± 0.3	0.35	29.99 ± 0.77	2.26	8.7 ± 0.35	0.81	5.25 ± 0.27	0.54
	Epicatechins	–	–	–	–	–	–	–	–	–	–
Total		2087.79 ± 5.88	100.00	1486.26 ± 1.04	100.00	1432.18 ± 8.46	100.00	1077.49 ± 6.82	100.00	969.60 ± 4.84	100.00

- means failure to be detected

**Fig. 1:**
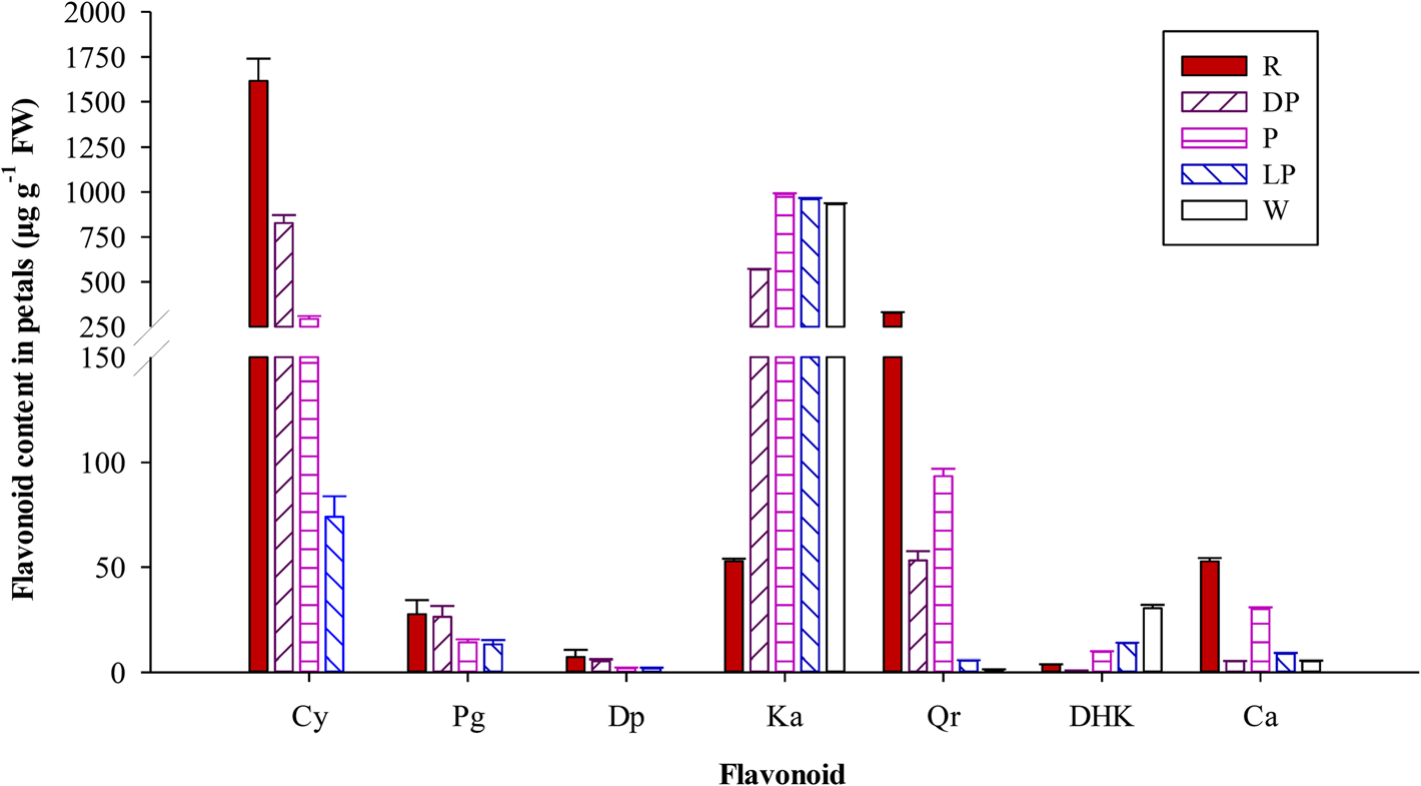
Flavonoid compositions of different color petals in pink-flowered strawberry. Cy. Cyanidin, Pg. Pelargonin, Dp. Delphinidin, Ka. Kaempferol, Qr. Quercetin, DHK. Dihydrokaempferol, Ca. Catechin. Different flower colors: R. Red, DP. Dark pink, P. Pink, LP. Light pink, W. White

### RNA-Seq and assembly

The original data obtained by sequencing with Illumina Hiseq 4000 were transformed into raw reads via base calling. 

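The values analysed here come from 9 libraries of petals of the pink-flowered strawberry cultivar Sijihong. There were 3 biological replicates each of the young bud (PF_L), the beginning of coloration (PF_Z) and the big bud (PF_D). The deposited file, made by the authors, gives TPM (transcript abundance scaled for length and to an equal total per library) for 50285 unigenes of their Trinity assembly, with the protein descriptions and pathway numbers they assigned. Gene names are those of the best protein match, mostly from other species, so a name marks a likely relative and not a characterized strawberry gene. The paper's valid reads numbered 37860886 to 55152082 per library. TPM holds no read counts, so the counting error of a single value is unknown.

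Unigenes at 1 TPM or more in at least 3 of the 9 libraries were kept, which left 47924 (95.3%). Values were taken as log2(TPM + 1) and compared between stages with limma, using 1 model of the 9 libraries and a trend of variance with abundance. A unigene was called higher or lower at a log2 fold change of at least 1 in either direction and a Benjamini-Hochberg adjusted p under 0.05, which are the paper's limits. Each gene is given as mean ± SD in TPM over n = 3 libraries per stage, with the fold change and its standard error on the log2(TPM + 1) scale. The added 1 shrinks fold changes of genes at a few TPM. Lists of genes were fixed before the data were examined, and a list as a whole was compared with all other genes with camera, at its preset correlation between genes and at an estimated one. Of 153 such tests, 65 passed at the preset correlation and none with the estimated one, where 22 had an unadjusted p under 0.05 and the lowest adjusted p was 0.192. Among the 153 were enzymes and transcription factor families that the study chose on these same libraries, so those tests are not independent evidence. Groups of 3 libraries cannot reach an exact permutation p below 0.10, so single genes rest on the limma model. In simulated changes put between the 3 libraries of PF_D and of PF_L, 54% of genes changed by a log2 size of 1.5 were called, and 90% at a size of 3. Far fewer genes were changed there than were called in the real data. The adjusted p limit was therefore stricter, and these shares do not give the sensitivity in the real data.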

The total base number obtained from nine libraries was 70.6 G and the total number of nucleotides was greater than 5.5 Gb in each sample (Additional file 2: Table S2). The Q20 ratio of each sample was greater than 98% and GC content was relatively consistent, around 46%. A total of 164,727 transcripts and 50,285 non-redundant unigenes were obtained from nine databases, respectively. 

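Over the 50285 unigenes, lengths ran from 201 to 12583 bp and summed to 43531127 bp. Their mean length was 866 bp and their median 548 bp, and the N50 was 1394 bp. The 30973 unigenes with a protein description (61.6%) had a median length of 916 bp, against 314 bp for those without one. Described unigenes carried 87.2% of all TPM. Of those tested, 10429 of 29891 described unigenes and 4544 of 18033 others were called in at least 1 comparison of stages.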

The average length of unigenes was 548 bp and length of N50 was 1394 bp (Additional file 3: Table S3). Thus, this sequencing data quality was high and could meet the requirements of the subsequent analysis. 

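Short unigenes often lacked a protein match. A description was present for 8808 of the 23669 unigenes under 500 bp (37.2%), 7798 of the 11143 from 500 to 1000 bp, 9855 of the 10846 from 1000 to 2000 bp and 4512 of the 4627 longer ones (97.5%). The shortest class still carried 27.0% of the TPM, and the longest 12.4%. Calls between stages were spread over all 4 classes, at 27.9%, 33.7%, 35.0% and 32.4% of the tested unigenes from the shortest class to the longest.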

There were 23,669 unigenes with length of 200–500 bp accounting for 47.07%, 11,143 unigenes of length 500–1000 bp accounting for 22.16%, 10,846 unigenes of length of 1000–2000 bp accounting for 21.57%, and 4627 of length more than 2000 bp accounting for 9.2% (Additional file 4: Table S4).

### Identification of differentially expressed genes (DEGs) in PFS

To gain a whole view of gene expression pattern across nine petal transcriptomes, a Pearson’s distance correlation matrix was generated using the normalized TPM values (Additional file 5: Figure S1A). All biological replicates were clustered together with almost identical expression profiles (R > 0.9), indicating the reliability of sample collection and analytical procedure. 

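The 3 PF_L libraries were the most alike, with Pearson correlations of TPM from 0.958 to 0.986. The PF_Z libraries correlated at 0.909 to 0.958 and the PF_D libraries at 0.900 to 0.969. Between stages the range was 0.595 to 0.770 for PF_L and PF_Z, 0.374 to 0.680 for PF_Z and PF_D, and 0.415 to 0.485 for PF_L and PF_D. Each of the 9 libraries correlated most closely with another of its own stage. These correlations run across genes, which are not independent replicates, and a few abundant genes weigh heavily in them: on log2 values the range within stages was 0.918 to 0.946. Among the PF_Z libraries, replicate 3 stood apart from the other 2 on the second principal component (24.9 against 100.0 and 107). Without that library, 4694 genes were called between PF_Z and PF_L in place of 3280, and without any 1 of the other PF_L or PF_Z libraries 1458 to 2091.

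**Figure D1:**
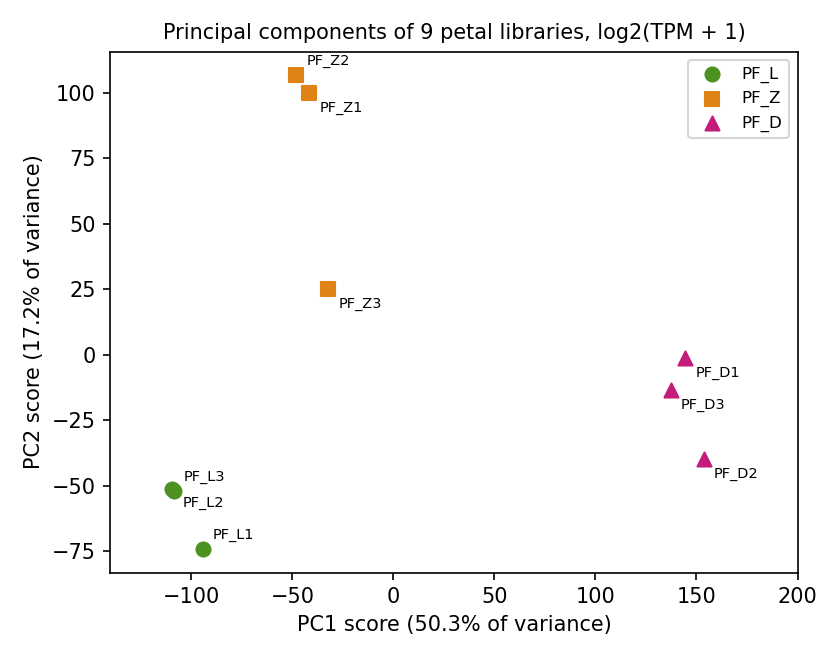
Principal components of log2(TPM + 1) over the tested unigenes, with 1 point per library colored by stage. The first component (50.3% of the variance) places PF_D between 137 and 153, apart from the other stages, and the second (17.2%) separates PF_L from PF_Z.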

A total of 13,815 genes were differentially expressed among the three samples, and 1426 genes were differentially expressed in all the three samples (Additional file 5: Figure S1B). 

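Genes that kept rising through bud development included APRR1 (TRINITY_DN14704_c0_g1), a relative of a circadian clock regulator, at 0.153 ± 0.136 TPM in PF_L, 61.5 ± 24 in PF_Z and 199 ± 44.2 in PF_D (mean ± SD, n = 3 libraries per stage). DTX55 (TRINITY_DN22571_c0_g1), a MATE-type efflux transporter, was at 0.383 ± 0.157 TPM in PF_L, 61.6 ± 31.8 in PF_Z and 326 ± 80.6 in PF_D. The mini zinc finger gene MIF2 (TRINITY_DN18374_c1_g1) was at 0.0933 ± 0.0115 TPM in PF_L, 18.6 ± 3.54 in PF_Z and 339 ± 34.1 in PF_D. Genes that kept falling included PDF1 (TRINITY_DN13966_c0_g1), a protein of the outer cell layer, at 505 ± 34.1 TPM in PF_L, 61.7 ± 22.5 in PF_Z and 1.2 ± 0.699 in PF_D, and the cytochrome P450 gene CYP77A4 (TRINITY_DN17679_c0_g1), at 129 ± 19.5 TPM in PF_L, 6.74 ± 2.39 in PF_Z and 0.0467 ± 0.0451 in PF_D. Each of these 5 was called in all 3 comparisons by limma, with a log2 fold change between PF_D and PF_L of 7.42, 7.86, 8.28, -7.89 and -6.95 (standard errors 0.30, 0.39, 0.17, 0.30 and 0.25). The histone gene H2AX (TRINITY_DN14790_c0_g5) fell between PF_L and PF_Z (168 ± 21.4 to 37.8 ± 10.1 TPM, log2 fold change -2.15 with standard error 0.21) and rose again by PF_D (106 ± 17.8 TPM, log2 fold change 1.48 from PF_Z with standard error 0.21).

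In all, 14973 genes were called in at least 1 comparison, 7319 in exactly 2 and 819 in all 3. The last count ran from 479 to 902 when 1 library was left out and was 312 with 5 added to the TPM. Of genes called in a single step between successive stages, 3852 rose and 3512 fell from PF_Z to PF_D, while 462 rose and 1574 fell from PF_L to PF_Z. A step without a call can still hold a change, and the calls from PF_L to PF_Z depend on scaling (1029 rises and 2251 falls, 1422 and 1439 with median ratios, 1470 and 1439 after quantile normalization) and on single libraries (1458 to 4694 calls). A further 236 rose at each step, 503 fell at each, 331 rose and then fell, and 174 fell and then rose. Lists of these sizes drawn independently would share 91.5, 204.1, 93.3 and 200.2 genes. The 2 steps use the same PF_Z libraries, so independent lists are no exact reference for these counts. Simulated data without changes gave 0 in each case, but hardly any gene is called in such data, so that outcome decides nothing. The median over all tested genes was itself shifted, by -0.12 between PF_D and PF_L, -0.21 between PF_Z and PF_L and 0.08 between PF_D and PF_Z, and medians of gene lists called relative to all genes are given as the difference from these.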

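As petals began to color, genes of cell division fell. HTR2 (TRINITY_DN17606_c0_g4), a histone H3 gene, went from 102 ± 13.5 to 6.09 ± 1.52 TPM (mean ± SD, n = 3 libraries), and HIS2A (TRINITY_DN14790_c0_g7), a histone H2A gene, from 59.9 ± 13.2 to 3.31 ± 1.75 TPM. CYCA1-1 (TRINITY_DN21733_c0_g1), a mitotic cyclin, dropped from 31.2 ± 2.68 to 1.64 ± 0.825 TPM, and CYCD1-1 (TRINITY_DN12336_c0_g1), a D-type cyclin, from 20.0 ± 4.34 to 0.67 ± 0.495 TPM. Among the rises, LUT2 (TRINITY_DN25766_c0_g2), a lycopene cyclase of the carotenoid pathway, went from 18.1 ± 4.38 to 188 ± 48.1 TPM, and the putative cell wall protein At2g20870 (TRINITY_DN19296_c0_g2) from 261 ± 104 to 16967 ± 5667 TPM.

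The limma log2 fold changes were -3.87 for HTR2 (standard error 0.20), -3.89 for HIS2A (0.32), -3.66 for CYCA1-1 (0.27) and -3.68 for CYCD1-1 (0.30), with a highest adjusted p of 1.7e-04. Those of LUT2 and At2g20870 were 3.30 and 6.04 (standard errors 0.23 and 0.52). The zinc finger homeodomain genes ZHD1 (TRINITY_DN13742_c0_g1) and ZHD5 (TRINITY_DN21174_c1_g6) fell by 3.76 and 3.81 from 19.7 ± 11.2 and 20.3 ± 8.06 TPM. Of 52 tested genes of DNA replication and core histones, 36 were lower in PF_Z and none was higher (39 lower and 1 higher when adjusted over the list alone). Their median log2 fold change was -1.80 relative to all genes, and camera gave an adjusted p of 2.4e-28, against an adjusted p = 0.192 with an estimated correlation. Of 37 mitotic cyclins and kinesins, 15 were lower and none was higher (19 lower adjusted over the list alone), with a relative median of -0.92 (camera adjusted p = 1.4e-08 preset, adjusted p = 0.213 with an estimated correlation). Of 82 carotenoid genes, 16 were higher and 3 lower (18 and 5 adjusted over the list alone), a shift that camera called at the preset correlation (adjusted p = 1.2e-04) and lost at adjusted p = 0.192 with an estimated correlation. In all, 3280 genes were called between these stages (1458 to 4694 when 1 library was left out), 1029 higher and 2251 lower in PF_Z. Rises made up 31.4% of these calls, 49.7% after scaling by median ratios and 50.5% after quantile normalization, so the split between rises and falls depends on scaling.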

There were 4354 DEGs in PF_Z vs PF_L, among which 1731 genes were downregulated and 2623 genes were upregulated. 

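Between the young and the big bud, genes of photosynthesis fell, while genes of the cell wall changed in both directions. LHCA3 (TRINITY_DN20197_c0_g7), a light-harvesting protein, was at 513 ± 161 TPM in PF_L and 63.2 ± 37.3 TPM in PF_D (mean ± SD, n = 3 libraries), and RBCS-1 (TRINITY_DN14029_c0_g4), a small subunit of Rubisco, at 1683 ± 349 TPM in PF_L and 98.4 ± 68.1 TPM in PF_D. EXPA1 (TRINITY_DN21642_c1_g1), an expansin that loosens cell walls, rose from 6.2 ± 1.13 to 249.8 ± 74 TPM, and the polygalacturonase gene At1g48100 (TRINITY_DN24511_c0_g1) from 0.357 ± 0.137 to 511 ± 152 TPM. LAC9 (TRINITY_DN14310_c1_g1), a laccase, and ADS3 (TRINITY_DN14016_c0_g1), a fatty acid desaturase, fell from 277 ± 3.15 to 0.403 ± 0.365 TPM and from 216 ± 32.8 to 0.0533 ± 0.0681 TPM.

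The limma log2 fold changes were -3.18 for LHCA3 (standard error 0.64), -4.48 for RBCS-1 (0.72), 5.09 for EXPA1 (0.30), 8.52 for At1g48100 (0.28), -7.66 for LAC9 (0.37) and -7.68 for ADS3 (0.38), with a highest adjusted p of 0.004. SMT (TRINITY_DN17186_c0_g3), described as a scoulerine methyltransferase, rose from 1.18 ± 0.147 to 1423 ± 329 TPM (log2 fold change 9.33). Another laccase, LAC14 (TRINITY_DN13916_c0_g2), was at 65.6 ± 10.3 TPM in PF_L and listed at 0 in all 3 PF_D libraries. Expansin EXPA6 (TRINITY_DN20110_c1_g1) rose by 2.37 to 1224 ± 98.2 TPM and EXPB3 (TRINITY_DN18730_c0_g1) fell by 3.53 to 3.83 ± 0.411 TPM. Of 24 expansins, 9 were higher in PF_D and 5 lower, also when adjusted over the list alone (camera adjusted p = 0.229 preset, adjusted p = 0.617 with an estimated correlation). Of 104 pectin enzymes, 32 were higher and 19 lower (33 and 21 adjusted over the list alone), at a camera adjusted p of 0.015 preset and adjusted p = 0.463 with an estimated correlation.

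Light-harvesting genes were lower in PF_D in 27 of 31 cases and higher in none (29 lower adjusted over the list alone), with a median log2 fold change of -2.66 relative to all genes (camera adjusted p = 2.8e-08, adjusted p = 0.452 with an estimated correlation). Of 37 photosystem and Rubisco small subunit genes, 23 were lower and none higher, counts that were the same when adjusted over the list alone, with a relative median of -2.04 (camera adjusted p = 5.7e-05, adjusted p = 0.423 with an estimated correlation). From PF_Z to PF_D alone, 16 light-harvesting and 21 photosystem genes were lower (21 and 22 adjusted over the list alone), and 1 photosystem gene was higher (PSBQ, TRINITY_DN13066_c0_g1, a call kept in 13 of 20 alternatives). The mean of the light-harvesting list varied between libraries of a stage, at 6.45, 5.69 and 4.66 (log2) in PF_Z and 4.60, 3.05 and 3.96 in PF_D. Both lists had also been set as markers of green sepal tissue in a petal sample. A fall in petal cells and less sepal tissue in the later samples were not told apart here. Of 206 genes of cytosolic ribosomal proteins, 46 were lower in PF_D and 1 higher (47 lower adjusted over the list alone), with 16 lower when libraries were scaled by median ratios, and 49 lower and 2 higher after quantile normalization. Camera gave the ribosomal list an adjusted p of 5.5e-14, and adjusted p = 0.192 with an estimated correlation. In all, 12042 genes were called, 4497 higher and 7545 lower in PF_D. Rises made up 37.3% of the calls and 47.3% after quantile normalization.

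**Figure D2:**
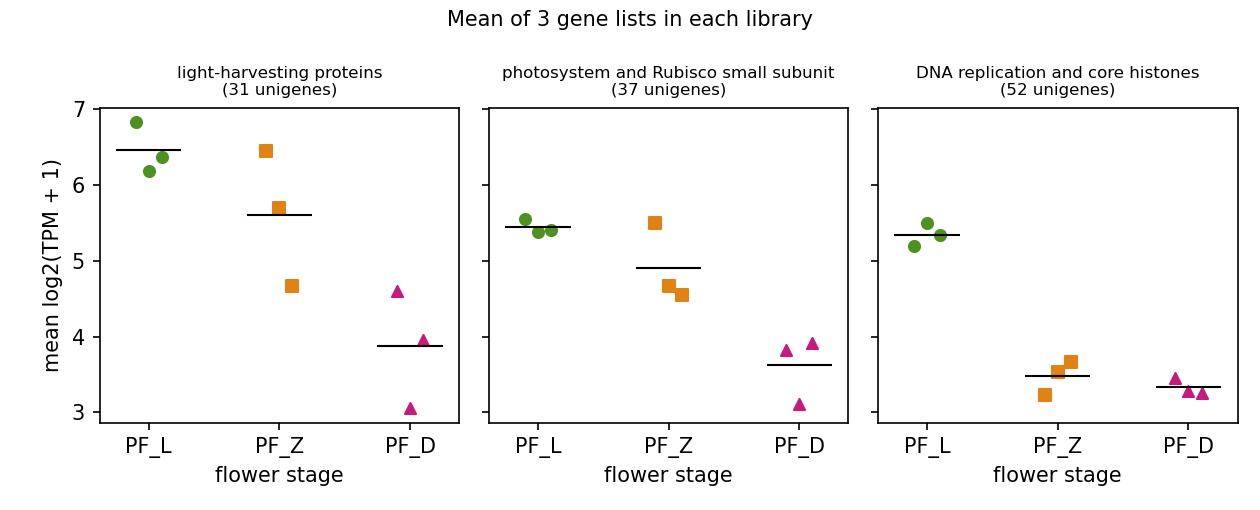
Mean log2(TPM + 1) per library for the light-harvesting, photosystem and Rubisco, and DNA replication and histone lists, with 1 point per library and a black line at the mean of the 3 libraries of a stage. The DNA replication list is at 5.20 to 5.50 in PF_L and 3.22 to 3.67 in PF_Z, while the light-harvesting list is at 6.19 to 6.83 in PF_L, 4.66 to 6.45 in PF_Z and 3.05 to 4.60 in PF_D.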

There were at most 11,252 DEGs between the PF_D and PF_L samples, whose flower color varied significantly, and 6376 genes were downregulated and 4876 genes were upregulated. 

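From the beginning of coloration to the big bud, PRE6 (TRINITY_DN17989_c0_g1), a small helix-loop-helix protein, rose from 3.74 ± 1.42 to 276 ± 21.2 TPM (mean ± SD, n = 3 libraries). EXL3 (TRINITY_DN19712_c0_g1), described as a GDSL esterase, rose from 0.283 ± 0.0153 to 157 ± 18.6 TPM, and FPF1 (TRINITY_DN24688_c0_g5), a flowering-promoting factor, from 0.173 ± 0.242 to 111 ± 51.9 TPM. SEOB (TRINITY_DN24911_c1_g1), a sieve element protein of the phloem, fell from 395 ± 80.5 to 12.4 ± 10.2 TPM, and ACS1 (TRINITY_DN24738_c0_g1), an enzyme of ethylene synthesis, from 135 ± 48.2 to 3.68 ± 2.34 TPM. TIFY9 (TRINITY_DN23776_c0_g1), a JAZ repressor of jasmonate signaling, was at 176 ± 84.5 TPM in PF_L, 321 ± 93.6 in PF_Z and 12.6 ± 7.11 in PF_D.

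The limma log2 fold changes were 5.91 for PRE6, 6.93 for EXL3, 6.47 for FPF1, -5.12 for SEOB, -4.96 for ACS1 and -4.66 for TIFY9, with standard errors of 0.22, 0.19, 0.35, 0.41, 0.53 and 0.43 and a highest adjusted p of 1.6e-04. A second sieve element gene, SEOA (TRINITY_DN13210_c0_g1), fell by 4.95 to 6.84 ± 3.97 TPM. Of 22 JAZ and MYC2 genes, 15 were lower in PF_D and 2 higher, also when adjusted over the list alone, with a median log2 fold change of -1.96 relative to all genes. Earlier, between PF_L and PF_Z, 6 of these genes had been higher and 1 lower (8 higher adjusted over the list alone), with a relative median of 1.00. Camera called each of the 2 shifts at its preset correlation (adjusted p = 3.5e-07), with an adjusted p = 0.192 with an estimated correlation for each. TIFY10B (TRINITY_DN21290_c1_g1) fell by 1.31 to 545 ± 72.1 TPM, while TIFY6B (TRINITY_DN21660_c0_g1) rose by 1.45 to 131 ± 11.5 TPM. Among 19 xyloglucan endotransglucosylases, which remodel cell walls, 5 were higher and 6 lower, also when adjusted over the list alone, and the median of the list was -0.10 while its mean was 0.01. XTHB (TRINITY_DN17037_c0_g1) rose by 4.19 to 318 ± 168 TPM and XTH9 (TRINITY_DN18085_c0_g1) fell by 3.93 to 15.5 ± 12.7 TPM. In all, 8608 genes were called, 4262 higher and 4346 lower in PF_D.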

There were 8919 DEGs between PF_D and PF_Z, among which 5586 genes were downregulated and 3333 genes were up-regulated (Additional file 5: Figure S1C).

### Functional annotation of unigenes

Based on the Nr annotation results, the plant species with the highest frequency in the annotation results of the PFS database (top 8 places) were obtained (Additional file 6: Figure S2), and *F. vesca* presented the highest frequency in the annotation results with a total of 27,709 comments, accounting for 89.46% of all the sequences. That was followed by other genera of the Rosaceae, such as *Prunus persica* (1.9%), *Prunus mume* (1.03%), *Malus domestica* (0.92%), and *Pyrus bretschneideri* (0.68%).

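In the deposited annotation, 27709 of the 30973 unigenes with a Nr description (89.5%) had their best match in Fragaria vesca, counting its subspecies. Prunus persica followed with 589, Prunus mume with 320, Malus domestica with 286 and Pyrus x bretschneideri with 212. The cultivated strawberry Fragaria x ananassa gave 152 best matches (0.491%) and Vitis vinifera 150. The aroid Anthurium amnicola, which is no relative of the Rosaceae, gave 179 (0.578%). In all, 204 species were named.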

A total of 24,311 (48.35%) unigenes were mapped to the Gene Ontology (GO) terms in the cellular component, molecular function, and biological process categories and were further classified into 50 terms. 

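Of the 24311 unigenes with a GO term, 23517 were tested, and 8526 of these (36.3%) were called in at least 1 comparison of stages. Nucleosome genes were called in 24 of 28 cases (hypergeometric adjusted p = 5.7e-06), with 1 higher and 22 lower in PF_D than in PF_L. Genes of DNA replication initiation were called in 21 of 24 cases (adjusted p = 1.5e-05), with 18 lower in PF_D and none higher at the limma threshold. Shares were compared by hypergeometric test over the 1466 terms with at least 10 tested genes, with Benjamini-Hochberg adjustment.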

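Terms with many called genes were not always terms with a raised share of them. The test looks only for a raised share, so a lowered one gives a high p. For the nucleus, 2319 of 6829 tested genes were called in at least 1 comparison (34.0%, against 36.3% over all genes with a GO term). That share was not raised (adjusted p = 1.000 by hypergeometric test), and 582 nucleus genes were higher and 1304 lower in PF_D than in PF_L. For the integral component of membrane, 1218 of 3249 were called (adjusted p = 0.296), and for the cytoplasm 1136 of 3569 (adjusted p = 1.000). The plasma membrane, with 1233 of 3077 genes called, had a raised share (adjusted p = 5.6e-05), as did the chloroplast, with 1155 of 2809 (adjusted p = 6.5e-07). In the chloroplast 211 genes were higher and 821 lower in PF_D than in PF_L. The thylakoid membrane of the chloroplast had 197 of 313 genes called (adjusted p = 3.6e-19), of which 17 were higher and 167 lower in PF_D. The extracellular region had 472 of 979 (adjusted p = 1.3e-12). Transcripts of 1 gene can appear as several unigenes, so these p values can be lower than independent genes would give.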

In the cellular component category, the DEGs in PF_D vs, PF_Z vs, PF_L, which indicated the union of all differentially expressed genes, were mainly related to the nucleus, cytoplasm, and integral membrane component. In the molecular function category, most of the DEGs were enriched for molecular function, protein binding, and ATP binding. 

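Transcription factor activity had a raised share, with 593 of 1167 genes called (hypergeometric adjusted p = 2.2e-22), 140 higher and 352 lower in PF_D than in PF_L. Quercetin 3-O-glucosyltransferase activity, of enzymes that attach a sugar to flavonols, had 95 of 148 genes called (adjusted p = 6.3e-10), 32 higher and 48 lower in PF_D. Protein serine/threonine kinase activity had 428 of 1029 (adjusted p = 0.003). The terms protein binding (687 of 1939 called) and ATP binding (631 of 1758) had no raised share, at an adjusted p = 1.000 each. The root term molecular_function was called in 1143 of 3184.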

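Genes of the regulation of transcription, DNA-templated, were called in 685 of 1557 cases (hypergeometric adjusted p = 5.1e-09), with 139 higher and 419 lower in PF_D than in PF_L. Protein phosphorylation genes were called in 366 of 917 cases, which did not pass (adjusted p = 0.079). The response to chitin had 80 of 102 genes called (adjusted p = 1.6e-15), 10 higher and 60 lower in PF_D. For flavonoid biosynthetic process the count was 113 of 183 (adjusted p = 3.9e-10), 38 higher and 55 lower, and for flavonoid glucuronidation 101 of 163 (adjusted p = 2.5e-09). Terms of the cell wall differed in direction: cell wall organization had 96 of 178 genes called (adjusted p = 4.4e-05), 47 higher and 31 lower in PF_D, plant-type cell wall 112 of 187 (adjusted p = 4.2e-09), 28 higher and 72 lower, and cell wall 175 of 379 (adjusted p = 1.0e-03), 48 higher and 103 lower.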

In the biological process, regulation of transcription, DNA template and protein phosphorylation were mainly involved (Additional file 7: Figure S3). 

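Between the young and the big bud, all called genes of photosynthesis pathways were lower in the big bud: 27 of the antenna proteins, which gather light, and 40 of the photosynthesis pathway. In the KEGG pathway of flavonoid biosynthesis, 40 genes were higher and 24 lower in PF_D than in PF_L, whereas the GO term flavonoid biosynthetic process, with 183 tested genes against the 111 of the pathway, had 38 higher and 55 lower. Against PF_L, PF_Z had 23 genes of the KEGG pathway higher and 6 lower. In the anthocyanin biosynthesis pathway, which holds mainly sugar-transferring enzymes, 11 were higher and 15 lower in PF_D than in PF_L.

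Of 12551 tested genes in a KEGG pathway, 4550 were called in at least 1 comparison, and 20 of 138 pathways had a raised share of called genes by hypergeometric test at an adjusted p under 0.05. The antenna proteins were called in 27 of 32 cases (adjusted p = 9.9e-07), flavonoid biosynthesis in 73 of 111 (adjusted p = 1.0e-08), anthocyanin biosynthesis in 32 of 42 (adjusted p = 4.1e-06) and photosynthesis in 41 of 70 (adjusted p = 0.001). Circadian rhythm had 86 of 174 (adjusted p = 0.002). Many transcription factors carry a number of this pathway, and without genes described as transcription factors the adjusted p was 0.470. Factors that belong to the pathway were left out too, so the loss does not show an error of annotation. Porphyrin and chlorophyll metabolism had 72 of 137 (adjusted p = 8.2e-04). Without genes described as transcription factors its adjusted p was 0.069 over all comparisons, but it still passed between PF_D and PF_L (50 of 114, adjusted p = 0.012).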

To identify the metabolic pathways during petal development, 7032 DEGs were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, and the top 20 KEGG pathways significantly enriched were shown in Fig. 2. Among these pathways, 534 DEGs in the PF_D vs, PF_Z vs, PF_L group were enriched in plant hormone signal transduction pathways, suggesting that hormones might play crucial roles in the regulation of flower development and coloration. Furthermore, numerous genes were involved in the pathways related to phenylpropanoid biosynthesis, starch and sucrose metabolism, and amino sugar and nucleotide sugar metabolism. 

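AUX28 (TRINITY_DN20042_c0_g2), a repressor of auxin responses, rose at each step and stood at 57.3 ± 7.81 TPM in PF_L, 185 ± 21.7 in PF_Z and 939 ± 78.2 in PF_D (mean ± SD, n = 3 libraries per stage). The auxin-responsive gene SAUR50 (TRINITY_DN10632_c0_g1) fell, with 21.8 ± 5.05 TPM in PF_L and 0.253 ± 0.121 TPM in PF_D, and IAA1 (TRINITY_DN23227_c0_g2) fell after coloration began, from 83.6 ± 19.5 to 14.6 ± 4.26 TPM. Among ethylene response factors, ERF12 (TRINITY_DN17330_c0_g1) went from 84.7 ± 14.7 to 3.51 ± 4 TPM and ERF003 (TRINITY_DN15781_c0_g1) rose from 27 ± 5.69 to 232 ± 28.8 TPM. WIN1 (TRINITY_DN16455_c0_g2), a regulator of cuticle formation, rose early, from 3.21 ± 0.603 to 66.1 ± 18 TPM.

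The limma log2 fold changes between PF_D and PF_L were 4.02 for AUX28 (standard error 0.16), -4.16 for SAUR50 (0.31), -4.61 for ERF12 (0.49) and 3.07 for ERF003 (0.50), with a highest adjusted p of 0.001. The abundant factor RAP2-2 (TRINITY_DN16968_c0_g1), at 534 ± 27.8 TPM in PF_L, was not called by limma, as its log2 fold change of 0.63 is under 1 (adjusted p = 0.010). Of 57 AUX/IAA and SAUR genes, 24 were higher in PF_D than in PF_L and 11 lower (24 and 12 adjusted over the list alone), at a camera adjusted p of 0.002 preset and adjusted p = 0.496 with an estimated correlation. Of 94 ethylene response factors, 11 were higher and 46 lower (11 and 51 adjusted over the list alone), with a median of -1.05 relative to all genes (camera adjusted p = 9.4e-04, adjusted p = 0.463 with an estimated correlation). In the whole pathway of hormone signal transduction, 399 of 800 genes were called in at least 1 comparison, where 290 were expected (hypergeometric adjusted p = 3.8e-14). Without genes described as transcription factors the count was 342 of 710 (adjusted p = 1.2e-10). From the number of such genes the paper proposes that hormones might have a crucial part in how flowers develop and color.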

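CYP73A16 (TRINITY_DN21857_c0_g1), a cinnamate 4-hydroxylase at the entry of phenylpropanoid synthesis, was at 24.6 ± 6.22 TPM in PF_L, 209 ± 40.5 in PF_Z and 133 ± 43.1 in PF_D (mean ± SD, n = 3 libraries per stage). 4CLL6 (TRINITY_DN23538_c0_g1), a relative of 4-coumarate-CoA ligase, rose at each step, from 6.5 ± 1.67 TPM in PF_L to 91.5 ± 8.86 in PF_D. INVA (TRINITY_DN24289_c0_g1), an acid invertase that cleaves sucrose, was at 0.297 ± 0.136 TPM in PF_L, 5.77 ± 1.48 in PF_Z and 421 ± 60.3 in PF_D. SWEET9 (TRINITY_DN24233_c0_g1), a sugar transporter, rose from 72 ± 9.35 to 393 ± 233 TPM early, while the sucrose synthase gene SUS4 (TRINITY_DN22613_c0_g3) fell from 122 ± 10.1 to 37.4 ± 12.9 TPM.

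The limma log2 fold changes were 3.05 for CYP73A16 between PF_Z and PF_L (standard error 0.26), 3.64 for 4CLL6 between PF_D and PF_L (0.18), 8.34 for INVA (0.20), -1.72 for SUS4 (0.31) and 2.29 for SWEET9 between PF_Z and PF_L (0.34), with a highest adjusted p of 0.003. Of 19 genes at the phenylpropanoid entry, 7 were higher and none lower in PF_Z than in PF_L (9 higher adjusted over the list alone), at a camera adjusted p of 3.5e-07 preset and adjusted p = 0.192 with an estimated correlation. In PF_D, 8 were higher and 1 lower than in PF_L, as when adjusted over the list alone. In the lignin branch, 19 of 96 were higher and 24 lower in PF_D (25 lower adjusted over the list alone; 21 and 21 with median-ratio scaling), with a median of -0.07 and a mean of 0.06. Of 32 genes of sucrose cleavage and transport, 10 were higher and 4 lower in PF_D than in PF_L (5 lower adjusted over the list alone), at a camera adjusted p of 0.002 preset and adjusted p = 0.306 with an estimated correlation. Of 60 amylase and starch synthase genes, 2 were higher and 10 lower in PF_D than in PF_Z, as when adjusted over the list alone (camera adjusted p = 0.001 preset, adjusted p = 0.333 with an estimated correlation). Starch synthase 1 (TRINITY_DN24862_c0_g2) rose from 9.33 ± 1.17 TPM in PF_L to 48.5 ± 8.28 in PF_D, and the amylase gene AMY1.1 (TRINITY_DN19963_c0_g2) fell from 11.9 ± 0.942 TPM in PF_Z to 3.18 ± 0.519 in PF_D.

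By KEGG pathway, phenylpropanoid biosynthesis had 158 of 285 genes called in at least 1 comparison, with 103 expected (hypergeometric adjusted p = 1.4e-09), 48 higher and 89 lower in PF_D than in PF_L. Starch and sucrose metabolism had 320 of 724, with 262 expected (adjusted p = 6.2e-05), 92 higher and 179 lower. Amino sugar and nucleotide sugar metabolism did not pass over all comparisons (174 of 429, adjusted p = 0.166), and had a raised share only between PF_D and PF_Z (123 called with 91.8 expected, adjusted p = 0.002), 47 higher and 76 lower in PF_D.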

Anthocyanins and flavonols were the most important pigments in flower coloration in PFS. Therefore, we focused on the FBP and ABP in this study.

**Fig. 2:**
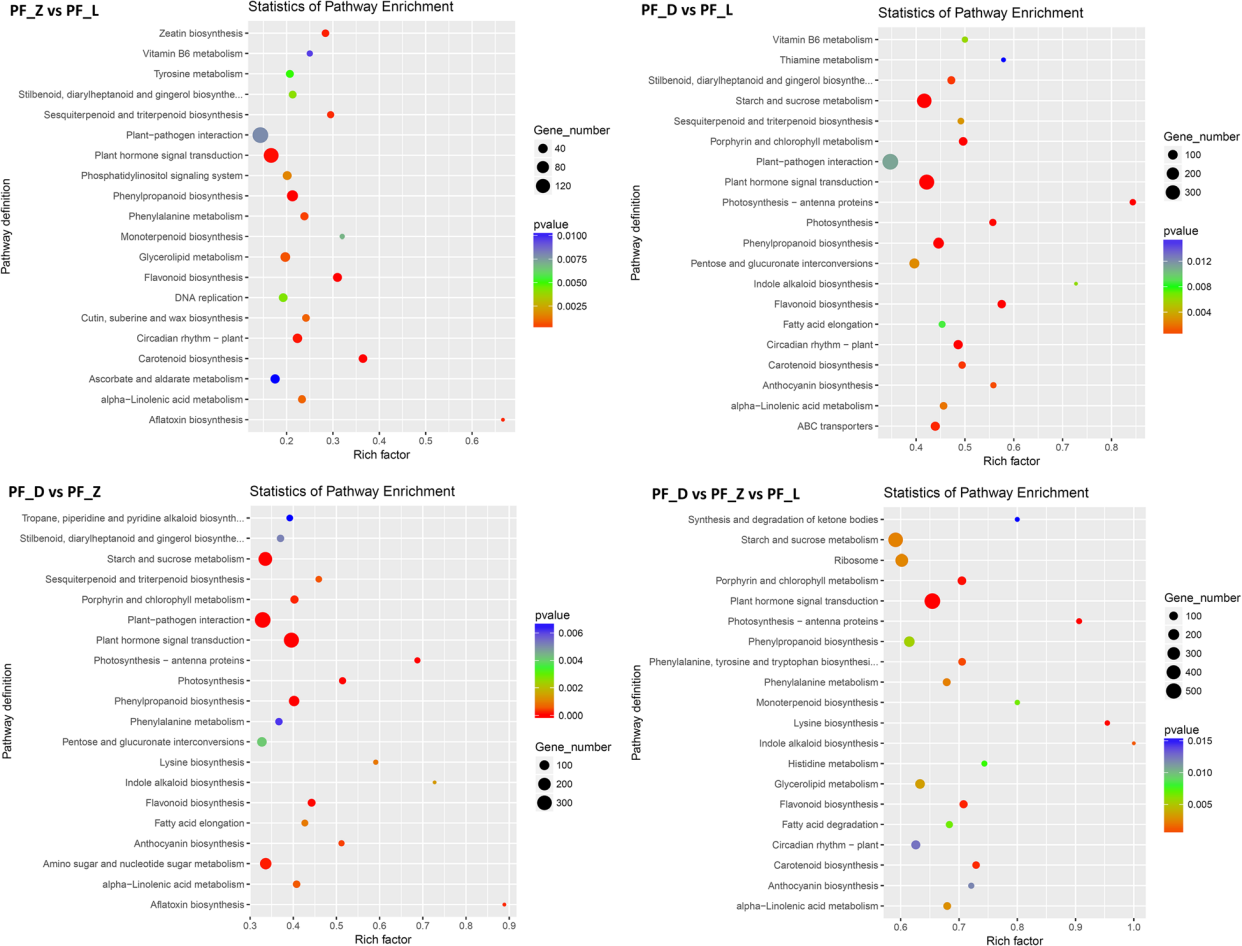
Top 20 KEGG pathways with the most significant enrichment during petal development. L. Young bud stage, Z. Beginning coloration stage, D. Big bud stage

### DEGs associated with ABP

To identify genes related to flower coloration, the key genes of all secondary metabolic pathways involved in the ABP and FBP were determined from the transcriptome database. 

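Among the enzymes of anthocyanin and flavonoid synthesis, many unigenes changed over bud development, and rises outnumbered falls between the young bud and the big bud. Of 112 tested unigenes under the KEGG numbers of 15 such enzymes, 78 were called in at least 1 comparison by limma (52 with 5 added to the TPM). Between PF_D and PF_L, 38 were higher and 27 lower. Between PF_Z and PF_L, 22 were higher and 6 lower (22 and 9 adjusted over the list alone), and between PF_D and PF_Z, 25 were higher and 19 lower (26 and 21 adjusted over the list alone). The study chose these enzymes, so the counts over the list alone are not independent evidence. When the enzymes were found by protein description instead, 65 of 105 unigenes were called. A KEGG number also takes in related enzymes, and several unigenes can be fragments or alleles of 1 gene.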

Fifty-seven DEGs were identified to be associated with anthocyanin biosynthesis, anthocyanin modification, flavone and flavonol biosynthesis, and flavanone biosynthesis (Table 2). To gain insights into the functional roles of genes related to flower coloration during petal development, a heatmap was plotted using the Z-score normalized to TPM values (Additional file 8: Figure S4). All these DEGs exhibited differential expressions in different flower development stages. 

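The enzymes ANR and LAR lead from the anthocyanin route to flavan-3-ols. Unigenes of ANR changed in both directions. Under the number of LAR, 1 unigene was called higher in PF_Z than in PF_L, and those called in PF_D were lower than in either earlier stage. One ANR unigene (TRINITY_DN18130_c0_g3) fell, with 12.5 ± 3.02 TPM in PF_L, 17.8 ± 6.36 in PF_Z and 2.35 ± 0.73 in PF_D (mean ± SD, n = 3 libraries per stage), and another (TRINITY_DN15157_c0_g2) rose, with 0.263 ± 0.0289 TPM in PF_L, 0.363 ± 0.18 in PF_Z and 9.46 ± 6.97 in PF_D. Under the number of LAR, the unigene TRINITY_DN13753_c0_g1 was at 1.67 ± 0.456 TPM in PF_L, 5.62 ± 2.33 in PF_Z and 2.8 ± 0.523 in PF_D. A eugenol synthase relative under this number (TRINITY_DN14874_c0_g2) fell from 51 ± 3.79 TPM in PF_Z to 10.2 ± 2.16 in PF_D.

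From PF_L to PF_D, the limma log2 fold changes of the 2 ANR unigenes were -2.01 and 2.71 (standard errors 0.29 and 0.55, adjusted p = 4.9e-04 and 0.004). Of 6 tested unigenes for ANR, 2 were higher and 2 lower in PF_D, with a median of -0.02 and a mean of 0.26. Of 6 for LAR, 2 were lower in PF_D than in PF_L and none was higher by limma. Against PF_Z, 2 LAR unigenes were lower in PF_D (camera adjusted p = 0.012 preset, adjusted p = 0.309 with an estimated correlation). Counts adjusted over the list alone were the same. A single unigene was described as LAR and was not called between PF_D and PF_L, and of 6 described as ANR 1 was higher and 1 lower.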

In the early anthocyanin biosynthesis, three DEGs encoding chalcone synthase (CHS) were annotated, in which all of them were upregulated in PF_D vs PF_L; two DEGs encoding chalcone isomerase (CHI), five DEGs encoding flavanone 3-hydroxylase (F3H), three DEGs encoding flavonoid 3′-hydroxylase (F3’H), and four DEGs encoding flavonoid 3′, 5′-hydroxylase (F3’5’H) were annotated. 

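The most abundant CHS unigene (TRINITY_DN26374_c0_g4) was at 184 ± 92.9 TPM in PF_L, 2387 ± 909 in PF_Z and 3679.6 ± 869 in PF_D (mean ± SD, n = 3 libraries per stage). CHI3 (TRINITY_DN16164_c0_g1), a chalcone isomerase, was at 49.4 ± 15.4 TPM in PF_L, 266 ± 61.1 in PF_Z and 186 ± 35.8 in PF_D, and a second chalcone isomerase, CHI1 (TRINITY_DN20802_c1_g2), at 57.7 ± 16.7 TPM in PF_L, 236 ± 55 in PF_Z and 120.4 ± 24.7 in PF_D. The flavanone 3-hydroxylase F3H (TRINITY_DN19052_c0_g2) was at 62.2 ± 19.7 TPM in PF_L, 560.1 ± 131 in PF_Z and 395 ± 55.4 in PF_D. CYP75B2 (TRINITY_DN25650_c2_g2), a flavonoid 3'-hydroxylase, was at 3.12 ± 0.137 TPM in PF_L, 24.2 ± 6.49 in PF_Z and 21.2 ± 3.95 in PF_D. Under the number of F3'5'H, CYP75B1 (TRINITY_DN23604_c1_g4) fell from 14.6 ± 4.42 to 2.85 ± 0.476 TPM.

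Between PF_Z and PF_L, the limma log2 fold changes were 3.73 for this CHS unigene (standard error 0.41, adjusted p = 6.7e-04), 2.42 for CHI3 (0.26, 6.0e-04), 2.03 for CHI1 (0.26, 0.002), 3.18 for F3H (0.26, 1.6e-04) and 2.58 for CYP75B2 (0.22, 2.0e-04). From PF_Z to PF_D none of these 5 was called. Between PF_D and PF_L they were called as well, but the call of CHI1 (log2 fold change 1.07) ended at an adjusted p limit of 0.01 and without PF_L replicate 2, PF_D replicate 2 or PF_D replicate 3. The other called CHS unigenes were PKS1 (TRINITY_DN26374_c0_g2) and a second PKS1 match (TRINITY_DN18433_c0_g5), TRINITY_DN26374_c0_g3 and CHSE (TRINITY_DN18433_c0_g3), which rose by 4.88, 5.26, 4.09 and 4.67 in PF_D. Of 6 CHS unigenes, 5 were higher in PF_D than in PF_L and 5 in PF_Z than in PF_L (camera adjusted p = 6.7e-05 and 1.6e-08 preset, adjusted p = 0.333 and 0.223 with an estimated correlation), and 5 of them are shorter than 500 bp. For F3H, 2 KEGG numbers were pooled here, K00457, which the paper's table prints, and K00475: of 4 tested unigenes under K00475, flavanone 3-hydroxylase, 3 were higher in PF_D, while of 7 under K00457, 4-hydroxyphenylpyruvate dioxygenase, 1 was called in any comparison. Of 3 F3'H unigenes, 2 were higher and 1 lower in PF_D, and of 2 F3'5'H unigenes 1 was lower. By description, 2 of 9 F3'H unigenes were higher and 3 lower in PF_D, and 10 of 13 higher and 1 lower for F3H (camera adjusted p = 7.7e-07 preset, adjusted p = 0.192 with an estimated correlation). The F3H list and that of unigenes described as FLS had the same median log2 fold change there (2.59), so the 2 lists may share unigenes. Counts adjusted over the list alone were the same for each of these enzymes.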

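DFR (TRINITY_DN14121_c0_g3), which reduces dihydroflavonols to leucoanthocyanidins, was at 0.92 ± 0.829 TPM in PF_L, 104 ± 49.5 in PF_Z and 571 ± 283 in PF_D (mean ± SD, n = 3 libraries per stage). ANS (TRINITY_DN20632_c0_g1), which makes the colored anthocyanidins, was at 3.13 ± 2.02 TPM in PF_L, 234 ± 70.8 in PF_Z and 836 ± 155 in PF_D. GT1 (TRINITY_DN20511_c0_g4), under the number of BZ1, the glucosyltransferase that adds a sugar to anthocyanidins, was at 1.94 ± 0.638 TPM in PF_L, 57 ± 19.5 in PF_Z and 385 ± 111 in PF_D. All 3 rose at each step, and no library of a later stage overlapped an earlier one.

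For PF_D against PF_L, the limma log2 fold change was 8.15 for DFR (standard error 0.47, adjusted p = 1.6e-06), 7.78 for ANS (0.36, adjusted p = 4.7e-07) and 7.02 for GT1 (0.29, adjusted p = 2.4e-07). From PF_Z to PF_D alone they rose by 2.40, 1.87 and 2.76 (standard errors 0.47, 0.36 and 0.29). A second DFR unigene (TRINITY_DN25108_c0_g1) rose from 7.57 ± 0.878 to 33.9 ± 4 TPM, and another, TRINITY_DN14121_c0_g2, at 0.07 ± 0.0608 TPM in PF_L, rose by 1.53, a call that ended when 5 in place of 1 was added to the TPM. A relative of tetraketide pyrone reductase under the same number (TRINITY_DN17621_c1_g1) fell from 8.25 ± 0.841 to 1.55 ± 0.617 TPM. SRG1 (TRINITY_DN21027_c0_g1), a dioxygenase under the number of ANS, rose from 13.5 ± 1.57 to 59.7 ± 8.62 TPM. Under the number of BZ1, TRINITY_DN20511_c0_g3 rose from 5.84 ± 2.05 to 43.5 ± 16.6 TPM. The rise of TRINITY_DN20511_c0_g2 to 94.2 ± 50.7 TPM in PF_D (log2 fold change 1.35) was not called without the variance trend, at an adjusted p limit of 0.01, or without replicate 2 or 3 of PF_L or of PF_D. In all, 3 of 5 tested DFR unigenes were higher in PF_D and 1 lower, 2 of 3 for ANS were higher and 3 of 4 for BZ1, with the same counts adjusted over the list alone. When unigenes were assigned by description, 4 of 11 were higher and 1 lower for DFR, 2 of 4 higher and 1 lower for ANS, and 6 of 27 higher and 10 lower for BZ1 (12 lower adjusted over the list alone; 8 higher and 8 lower with median-ratio scaling). For the DFR list camera gave an adjusted p of 0.030 preset and adjusted p = 0.354 with an estimated correlation.

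**Figure D3:**
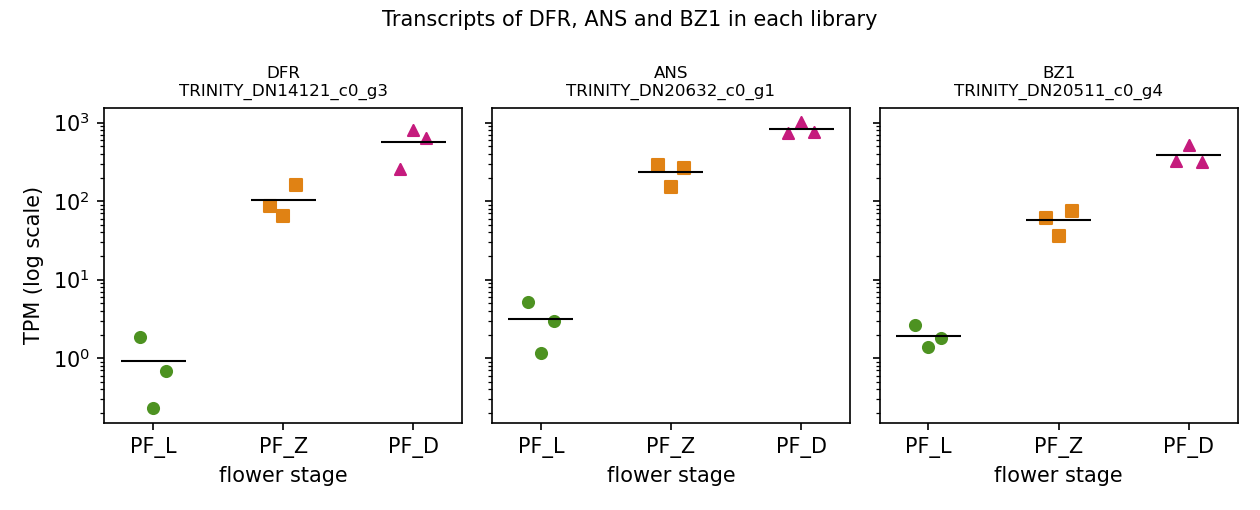
TPM of DFR (TRINITY_DN14121_c0_g3), ANS (TRINITY_DN20632_c0_g1) and the BZ1 unigene TRINITY_DN20511_c0_g4 on a log axis, with 1 point per library and a black line at the mean of the 3 libraries of a stage. Each gene rises from PF_L through PF_Z to PF_D, where ANS has the highest mean.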

In later biosynthesis, four DEGs encoding dihydroflavonol 4-reductase (DFR) and two DEGs encoding anthocyanidin synthase (ANS) were all predominantly expressed in PF_D, suggesting a key role in the regulation of petal coloration in PFS; eight DEGs encoding anthocyanidin 3-O-glucosyltransfersae (BZ1) were annotated. Several DEGs associated with anthocyanin modification were identified, such as anthocyanidin 5, 3-O-glucosyltransferas (GT1), anthocyanin 3-O-glucoside 5-O-glucosyltransferase (UFGT75C1), anthocyanidin 3-O-glucoside 2″‘-O-xylosyltransferase (UGT79B1), and cyanidin-3-O-glucoside 2″-O-glucuronosyltransferase (UGAT). In addition, five DEGs encoding flavonol synthase (FLS) were also identified.

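Under the number of UGT75C1, 3 unigenes named UGT75L6 rose late: TRINITY_DN11812_c0_g1 was at 0.563 ± 0.196 TPM in PF_L, 1.45 ± 0.571 in PF_Z and 39.6 ± 9.06 in PF_D (mean ± SD, n = 3 libraries per stage), TRINITY_DN24152_c0_g1 went from 12.3 ± 3.47 to 57.4 ± 31.8 TPM and TRINITY_DN24152_c0_g3 from 3.02 ± 0.7 to 40.6 ± 7.88 TPM. Under GT1, the glucosyltransferase GT6 (TRINITY_DN17065_c0_g1) rose from 8.01 ± 1.27 to 28.4 ± 10.7 TPM, and the glucosyltransferase UGT71K2 (TRINITY_DN13417_c0_g1) fell from 44.8 ± 6.27 to 19.6 ± 3.33 TPM. Under UGT79B1, 3GGT (TRINITY_DN20358_c0_g3) peaked when coloration began, at 6.05 ± 1.51 TPM in PF_L, 47 ± 11.2 in PF_Z and 9.02 ± 2.47 in PF_D. Under UGAT, UGT91C1 (TRINITY_DN18792_c0_g1) was at 11.4 ± 1.05 TPM in PF_L, 8.94 ± 1.11 in PF_Z and 0.773 ± 0.208 in PF_D.

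Between PF_D and PF_Z, the limma log2 fold changes were 4.05, 1.97 and 3.37 for the UGT75L6 unigenes (standard errors 0.26, 0.45 and 0.21), 1.64 for GT6 (0.28), -1.16 for UGT71K2 (0.16), -2.26 for 3GGT (0.26) and -2.49 for UGT91C1 (0.19), with a highest adjusted p of 0.010. Between PF_Z and PF_L, 3GGT rose by 2.76 (standard error 0.26). Of 14 GT1 unigenes, 2 were higher and 3 lower in PF_D than in PF_L, and 1 was higher and 4 lower than in PF_Z (7 lower adjusted over the list alone). Of 7 for UGT75C1, 4 were higher and 2 lower in PF_D than in PF_L (camera adjusted p = 0.023 preset, adjusted p = 0.384 with an estimated correlation), and 5 higher and 1 lower than in PF_Z. Of 10 for UGT79B1, 2 were higher and 4 lower in PF_D than in PF_L, with a median of 0.23 and a mean of -0.25. Of 7 for UGAT, 6 were lower in PF_D than in PF_L and none was higher by limma (camera adjusted p = 0.007 preset, adjusted p = 0.213 with an estimated correlation). With the libraries scaled by median ratios, 2 UGT79B1 unigenes were higher and 2 lower, and after quantile normalization 2 and 2, and 2 and 1 for GT1. The list of UGAT depends on how it is drawn: of 20 unigenes assigned to it by description, 4 were higher and 2 lower in PF_D than in PF_L (camera adjusted p = 0.029 preset, for a shift upward, adjusted p = 0.582 with an estimated correlation). Unless given, counts adjusted over the list alone were the same. The sugar and the substrate of an enzyme are not fixed by these names.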

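FLS (TRINITY_DN19380_c0_g2), which makes flavonols from the same dihydroflavonols that DFR uses, was at 37.2 ± 16.6 TPM in PF_L, 257 ± 70.1 in PF_Z and 235 ± 58.6 in PF_D (mean ± SD, n = 3 libraries per stage). A second FLS unigene of the same cluster (TRINITY_DN19380_c0_g3) was at 16.5 ± 6.7 TPM in PF_L, 114 ± 29.1 in PF_Z and 101 ± 25.7 in PF_D. The dioxygenase At5g05600 (TRINITY_DN21644_c0_g2), under the same KEGG number, kept rising, at 6.78 ± 1.1 TPM in PF_L, 75.9 ± 8.25 in PF_Z and 494 ± 35.2 in PF_D. Of 2 unigenes named DLO2, TRINITY_DN21420_c0_g2 fell from 24 ± 11.3 to 0.62 ± 0.125 TPM and TRINITY_DN19985_c0_g1 rose from 7.68 ± 0.898 to 54.2 ± 17.3 TPM.

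Between PF_Z and PF_L, the limma log2 fold changes of the 2 FLS unigenes were 2.81 and 2.76 (standard errors 0.33 and 0.31), and neither was called from PF_Z to PF_D. At5g05600 rose by 6.00 between PF_L and PF_D (standard error 0.15, adjusted p = 1.6e-08). The DLO2 unigenes changed by -3.86 and 2.63 between PF_Z and PF_D (standard errors 0.40 and 0.24). Another FLS match (TRINITY_DN19311_c1_g5) fell from 7.47 ± 0.27 to 0.0967 ± 0.0635 TPM. Of 26 tested unigenes under this number, 8 were higher and 5 lower in PF_D than in PF_L, and 3 higher and 4 lower in PF_Z than in PF_L, also when adjusted over the list alone. In the second comparison 4 were higher and 4 lower with median-ratio scaling, and the median of the list was -0.08, its mean 0.14. The number covers many related dioxygenases that need not make flavonols. Of 11 unigenes described as FLS, 7 were higher and 2 lower in PF_D than in PF_L (camera adjusted p = 3.2e-04 preset) and 5 higher and 1 lower in PF_Z than in PF_L (camera adjusted p = 2.8e-07 preset), each with adjusted p = 0.192 with an estimated correlation, also when adjusted over the list alone. Some of these 11 may also be counted among those described as F3H, so the counts of the 2 enzymes by description may not be separate.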

**Table 2:** Candidate genes related to flower pigmentation of pink-flowered strawberry

Function	Genes	Enzymes	KO id (EC-No.)	All^a^	Up-regulated in PF_L^b^	Up-regulated in PF_D^c^
Anthocyanin biosynthesis	CHS	Chalcone synthase	K00660 (2.3.1.74)	3	0	3
	CHI	Chalcone isomerase	K01859 (5.5.1.6)	2	0	0
	F3H	Flavanone 3-hydroxylase	K00457 (1.14.11.9)	5	0	3
	F3’H	Flavonoid 3′-hydroxylase	K05280 (1.14.13.21)	3	2	1
	F3’5’H	Flavonoid 3′, 5′-hydroxylase	K13083 (1.14.13.88)	4	3	0
	DFR	Dihydroflavonol 4-reductase	K13082 (1.1.1.219)	4	0	4
	ANS	Anthocyanidin synthase	K05277 (1.14.11.19)	2	0	2
	BZ1	Anthocyanidin 3-O-glucosyltransfersae	K12930 (2.4.1.115)	8	4	1
Anthocyanin modification	GT1	Anthocyanidin 5, 3-O-glucosyltransferase	K12938 (2.4.1.-)	2	1	0
	UFGT75C1	Anthocyanin 3-O-glucoside 5-O-glucosyltransferase	K12338 (2.4.1.298)	5	1	3
	UGT79B1	Anthocyanidin 3-O-glucoside 2″‘-O-xylosyltransferase	K17193 (2.4.2.51)	3	1	0
	UGAT	Cyanidin-3-O-glucoside 2″-O-glucuronosyltransferase	K12937 (2.4.1.254)	5	3	1
Flavone and flavonol biosynthesis	FLS	Flavonol synthase	K05278 (1.14.11.23)	5	2	1
Flavanone biosynthesis	ANR	Anthocyanidin reductase	K08695 (1.3.1.77)	2	0	1
	LAR	Leucoanthocyanidin reductase	K13081 (1.17.1.3)	4	1	0

All^a^ indicates the total number of DEGs; PF_L^b^ indicates the number of DEGs up-regulated in PF_L; PF_D^c^ indicates the number of DEGs up-regulated in PF_D

To validate the reliability of the expression profiling obtained by RNA-seq, seventeen genes related to flower coloration were selected for qRT-PCR analysis. For all these genes, the results of qRT-PCR exhibited almost identical expression patterns as compared to the transcriptome sequencing data (Additional file 9: Figure S5). The expression of 17 key DEGs was detected in the petals of five different colors, namely white, light pink, pink, dark pink and red (Fig. 3). According to the qRT-PCR results of 17 genes, their expression patterns could be divided into three groups. The first type included the *FpF3’H*, *FpANS*, *FpDFR*, *FpBZ1* and *FpUGT75C1* genes, and their expression was the lowest in white flowers; among them the *FpF3’H*, *FpANS*, *FpDFR* and *FpBZ1* genes showed a similar trend between gene expression and anthocyanin accumulation. Although the *FpUGT75C1* gene expression was the lowest in white flowers, its expression pattern was not directly related to other colors. The second type included the *FpF3H*, *FpBZ2*, *FpBZ3*, *FpANR*, *FpUGT75C2*, and *FpUGT79B1* genes. Their expression in white flowers was higher than that in red flowers. The third type included the *FpCHS*, *FpCHI*, *FpF3’5’H*, *FpLAR*, *FpFLS*, and *FpGT1*, and their expression was inconsistent in different flower colors. For example, the *FpCHS* gene had differential expression patterns in different flower colors. The expression of the *FpCHS* gene was the lowest in red flowers, which may be caused by different genetic background.

**Fig. 3:**
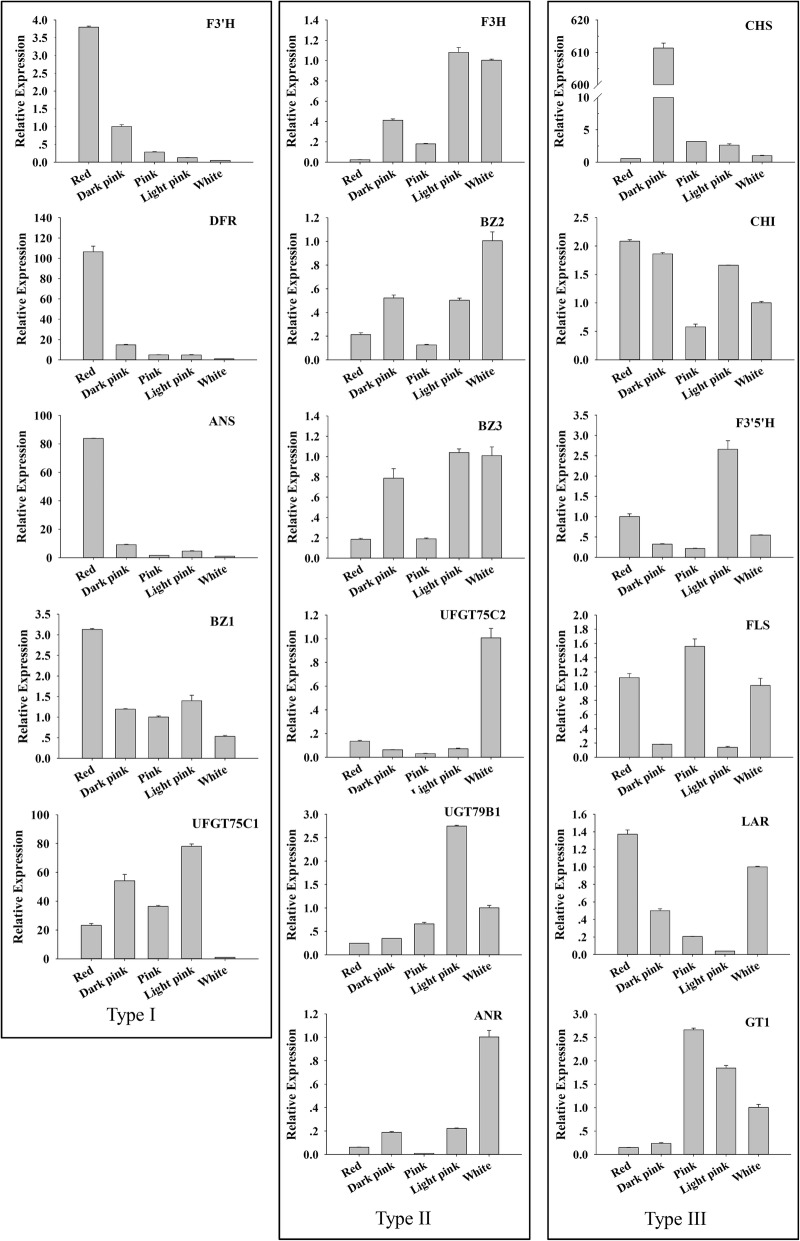
Expression levels of anthocyanin pathway genes in pink-flowered strawberry hybrids with different shades of pink and white. All reactions of qRT-PCR were repeated three times for each sample, and vertical bars indicated standard errors

### Identification of transcription factors (TFs) related with ABP

Several TFs have been reported to play important roles in ABP. 

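Among transcription factors, WRKY6 (TRINITY_DN23106_c0_g1) rose from 2.05 ± 0.836 to 44.1 ± 25.3 TPM (mean ± SD, n = 3 libraries), while 2 unigenes named WRKY40, TRINITY_DN25619_c0_g1 and TRINITY_DN21349_c0_g1, fell from 1119 ± 188 to 155 ± 77.1 TPM and from 35.5 ± 29.7 to 0.347 ± 0.241 TPM. NAC100 (TRINITY_DN18304_c0_g1) rose from 2.83 ± 0.338 to 51.6 ± 12.7 TPM and NAC035 (TRINITY_DN23932_c0_g1) fell from 64.2 ± 33.5 to 0.977 ± 1.09 TPM. SPL4 (TRINITY_DN20217_c0_g1), of a family that acts in phase change, fell from 377 ± 34.5 to 8.68 ± 5.85 TPM, and TCP14 (TRINITY_DN20767_c0_g2) from 34.8 ± 1.41 to 2.64 ± 0.206 TPM. The auxin response factor ARF9 (TRINITY_DN27270_c1_g1) was at 54 ± 1.74 TPM in PF_L, 21.4 ± 7.59 in PF_Z and 215 ± 28.8 in PF_D.

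From PF_Z to PF_D, the limma log2 fold changes were 3.77 for WRKY6, -2.95 and -4.37 for the WRKY40 unigenes (standard errors 0.38, 0.35 and 0.70). Between PF_L and PF_D they were 3.76 for NAC100, -5.00 for NAC035, -5.56 for SPL4, -3.30 for TCP14 and 1.97 for ARF9 (standard errors 0.22, 0.47, 0.48, 0.29 and 0.22), with a highest adjusted p of 1.1e-04. Of 237 tested members of the study's list of 8 families, 177 were called in at least 1 comparison: 36 bHLH, 33 WRKY, 32 NAC, 31 MYB, 16 ARF, 13 TCP, 11 SPL and 5 bZIP genes. Between PF_D and PF_L, 46 were higher and 91 lower (47 and 93 adjusted over the list alone). The list was chosen by the study from these libraries, so neither these counts nor the camera tests of its families are independent evidence. Of 46 WRKY genes, 5 were higher and 25 lower in PF_D than in PF_Z (27 lower adjusted over the list alone), at a camera adjusted p of 8.9e-05 preset and adjusted p = 0.333 with an estimated correlation. Of 40 NAC genes, 6 were higher and 3 lower in PF_Z than in PF_L (9 higher adjusted over the list alone; camera adjusted p = 1.5e-04 preset, adjusted p = 0.306 with an estimated correlation), and 7 higher and 19 lower in PF_D than in PF_Z (8 higher adjusted over the list alone; camera adjusted p = 0.004 preset, adjusted p = 0.371 with an estimated correlation).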

In our study, 241 putative TF-encoding genes belonging to 8 TF families were found to be differentially expressed in the PF_D vs, PF_Z vs, PF_L, such as MYB (40 genes), bHLH (47 genes), NAC (41 genes), and WRKY families (47 genes). The numbers of differential expressed TFs related with ABP in the three development stages were showed in Additional file 10: Table S5. 

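Families differed in the stage at which most members had their highest mean. WRKY genes were most often highest in PF_Z (24 of 47, with 13 in PF_L and 10 in PF_D), as were NAC genes (19 of 41, with 11 in each other stage). The bHLH genes were most often highest in PF_L (26 of 47), as were ARF genes (15 of 26). Of 40 MYB genes, 16 were highest in PF_D, 14 in PF_L and 10 in PF_Z. Of 15 SPL genes 8 were highest in PF_D and none in PF_Z, and of 9 bZIP genes 6 were highest in PF_D. A highest mean is not a tested difference.

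In PF_D against PF_L, limma called 10 bHLH genes higher and 19 lower, 7 and 13 MYB genes, 9 and 14 NAC genes (10 and 15 adjusted over the list alone), 4 and 20 WRKY genes (21 lower adjusted over the list alone), 7 and 9 ARF genes, 4 and 7 SPL genes, 2 and 8 TCP genes and 3 and 1 bZIP genes. The study chose these lists on the same libraries, so they are not independent evidence. The SPL list had a median log2 fold change of 0.59 and a mean of -1.21: SPL8 (TRINITY_DN26571_c0_g2) fell from 70.9 ± 6.98 to 0.64 ± 0.606 TPM and SPL3 (TRINITY_DN24529_c0_g1) rose from 4.92 ± 2.3 to 16.2 ± 4.81 TPM. From PF_L to PF_Z, BHLH96 (TRINITY_DN19795_c0_g1) fell from 19.5 ± 4.6 to 1.17 ± 0.319 TPM and NAC098 (TRINITY_DN14430_c0_g1), a relative of the organ boundary gene CUC2, from 27.7 ± 2.65 to 1.83 ± 0.731 TPM (mean ± SD, n = 3 libraries). From PF_Z to PF_D, BHLH92 (TRINITY_DN22841_c0_g2) fell from 243 ± 134 to 10.4 ± 1.23 TPM. The log2 fold changes were -5.52 for SPL8 and 1.58 for SPL3 (standard errors 0.28 and 0.33). Between PF_Z and PF_L they were -3.22 for BHLH96 and -3.37 for NAC098 (0.25 each), and between PF_D and PF_Z -4.25 for BHLH92 (0.53).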

To screen key TFs for anthocyanin synthesis, the expression of all those TF genes was showed in a heatmap (Additional file 11: Figure S6). Expression levels of those TFs selected were different in development stages. 

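MYB1 (TRINITY_DN15901_c0_g3) was at 0.393 ± 0.298 TPM in PF_L, 8.69 ± 4.51 in PF_Z and 63 ± 32.5 in PF_D (mean ± SD, n = 3 libraries per stage) and rose at each step. bHLH79 (TRINITY_DN21463_c0_g1) also rose at each step, with 49 ± 7.14 TPM in PF_L, 186 ± 15.1 in PF_Z and 764 ± 185 in PF_D. The unigene taken for bHLH77 (TRINITY_DN20272_c0_g2), whose gene name is BHLH62, was at 19.6 ± 5.49 TPM in PF_L, 13.8 ± 8.81 in PF_Z and 67.2 ± 2.71 in PF_D. bHLH148 (TRINITY_DN23837_c0_g1) was at 48.1 ± 9.9 TPM in PF_L, 38.2 ± 17.6 in PF_Z and 166 ± 23.7 in PF_D, and neither of these 2 was called between PF_L and PF_Z. A GAMYB unigene named GAM1 (TRINITY_DN25653_c0_g1) was at 6 ± 1.41 TPM in PF_L, 7.21 ± 3.28 in PF_Z and 13.6 ± 2.17 in PF_D. The unigene described as MYB11 (TRINITY_DN9391_c0_g1) was at 3.88 ± 1.17 TPM in PF_L, 1.21 ± 0.288 in PF_Z and 6.54 ± 2.08 in PF_D.

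Between PF_D and PF_L, the limma log2 fold changes were 5.39 for MYB1 (standard error 0.44, adjusted p = 1.3e-05), 3.92 for bHLH79 (0.19, adjusted p = 5.7e-07), 1.76 for bHLH77 (0.34, adjusted p = 0.003) and 1.78 for bHLH148 (0.28, adjusted p = 7.5e-04). The rise of GAM1, 1.07 (standard error 0.28, adjusted p = 0.014), was not called with 5 added to the TPM, at an adjusted p limit of 0.01, or without PF_L replicate 2 or PF_D replicate 2. MYB11 did not pass between PF_D and PF_L (log2 fold change 0.62, adjusted p = 0.109). Between PF_D and PF_Z it was higher by 1.74 (standard error 0.28), a call lost with 5 added to the TPM. A second MYB1 unigene (TRINITY_DN15901_c0_g1) rose from 0.0367 ± 0.0321 to 36.7 ± 29.1 TPM. The bHLH gene BPE (TRINITY_DN25467_c0_g2), named after the petal growth regulator BIGPETAL, rose as well, from 36.4 ± 8.8 to 1274 ± 192 TPM (log2 fold change 5.11).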

Three MYB and bHLH DEGs (*FpMYB1*, *FpGAMYB*, *FpMYB11*, *FpbHLH79*, *FpbHLH77*, and *FpbHLH148*) were predominantly expressed in PF_D and selected for qRT-PCR analysis. They had higher expression in red-flowered strawberry than in white-flowered strawberry (Fig. 4).

**Fig. 4:**
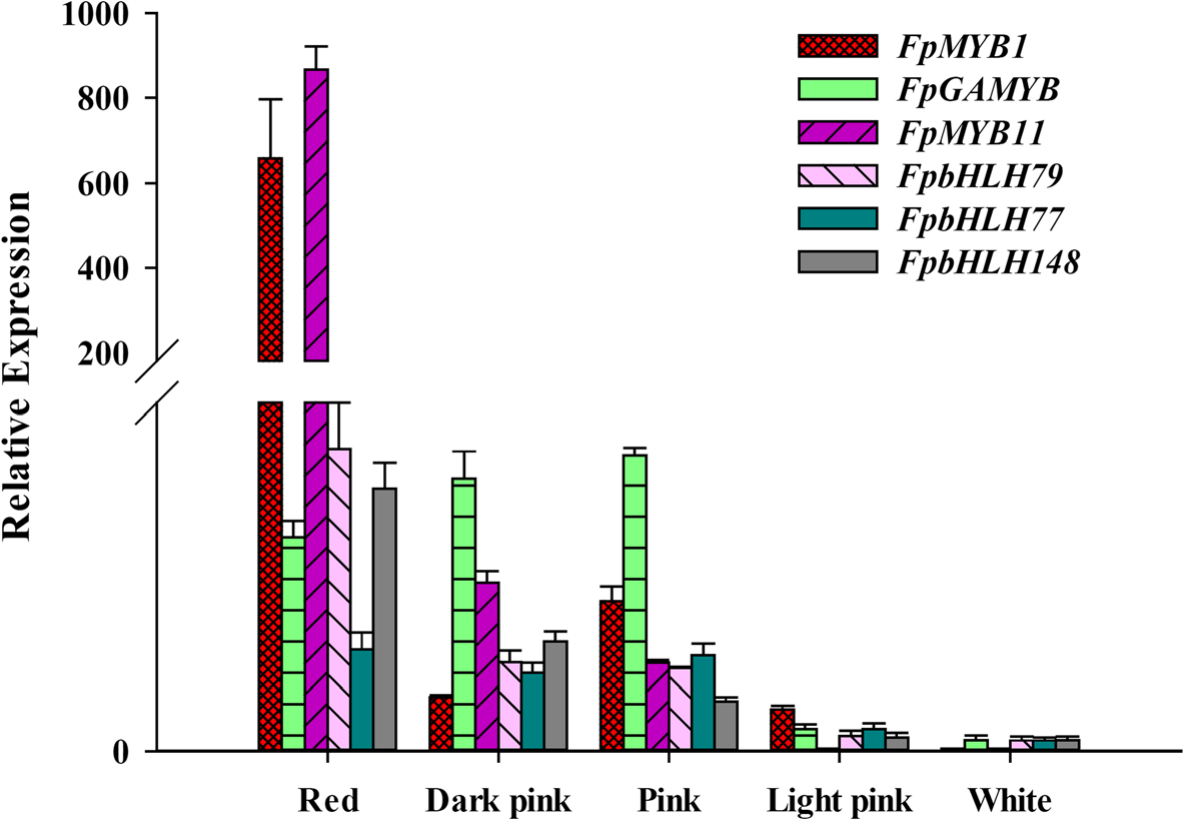
Expression levels of transcription factors in pink-flowered strawberry hybrids with different shades of pink and white (*FpMYB1*, *FpGAMYB*, *FpMYB11*, *FpbHLH79*, *FpbHLH77*, and *FpbHLH148*). All reactions of qRT-PCR were repeated three times for each sample, and vertical bars indicated standard errors

## Discussion

### Candidates responsible for loss of red color in white-flowered hybrids

To examine why the white petals of PFS hybrids could not accumulate anthocyanins at the transcriptome level, the expression pattern of all key structural genes of FBP and the content of pigment compounds were compared. Based on transcriptome sequencing and qRT-PCR results, the expression of the *FpF3’H*, *FpDFR*, *FpANS*, *FpBZ1*, and *FpUGT75C1* genes was significantly increased in the red petals, as the flower color deepened (Fig. 3). These genes and their corresponding catalytic reactions might be key genes and speed-limiting steps leading to the loss of anthocyanins in the white petals.

Firstly, although the *FpF3’H* gene can effectively restrict the Cy metabolism branch, catechin (Ca) was found in the white petals, suggesting that the white petals were due to the lack of anthocyanin metabolism downstream genes. Meanwhile, the content of DHK in the white petals was 8.32 times higher than that in the red petals, indicating that the ABP in the white petals was restrained and some amount of DHK was accumulated (Table 1). Secondly, the *FpANS* gene also played a key role in the ABP, which could catalyze the synthesis of colorless anthocyanins into colored anthocyanins. If the white petals were blocked in that position, the colored anthocyanins would disappear (Fig. 5a). No anthocyanin was detected in the white petals in this experiment, and therefore, the *FpANS* gene might be the key factor in the inability to accumulate anthocyanins in the white petals. As evidenced from the qRT-PCR results, the *FpANS* gene expression in the red petals was 100 times higher than that in the white petals, and in the big bud developmental stage, its expression was even up to 1000 times higher (unpublished). Thirdly, glycosyltransferase was directly related to the final product, and the synthesized anthocyanidins would be transformed into stable anthocyanins under its action (Fig. 5a). In this study, *FpBZ1* and *FpUGT75C1* were significantly upregulated in the red petals, and therefore, they might also be key factors in the inability to accumulate anthocyanins in the white petals. In addition, from the perspective of the branch products of ABP, Cy cannot be accumulated due to the influence of other substrate competition (the flavone and flavonol metabolic pathways, and procyanidins metabolic pathways). The *FpFLS* gene along with the *FpDFR* gene could compete for a substrate, and under the action of the FpFLS protein forming a colorless Kas and quercetins (Qrs). The flavonol content in the white petals in this study was 2.46 times higher than that in the red petals. It was also verified that the proportion of dihydroflavonol converted into flavonols than into anthocyanins was higher in white flowers. Therefore, it can be inferred that the *FpANS*, *FpBZ1*, and *FpUGT75C1* genes are the key factors that lead to failure to in the accumulation of anthocyanins in white-flowered hybrids. Meanwhile, the competitive effect of *FpFLS* and *FpDFR* genes might further inhibit anthocyanin synthesis.

**Fig. 5:**
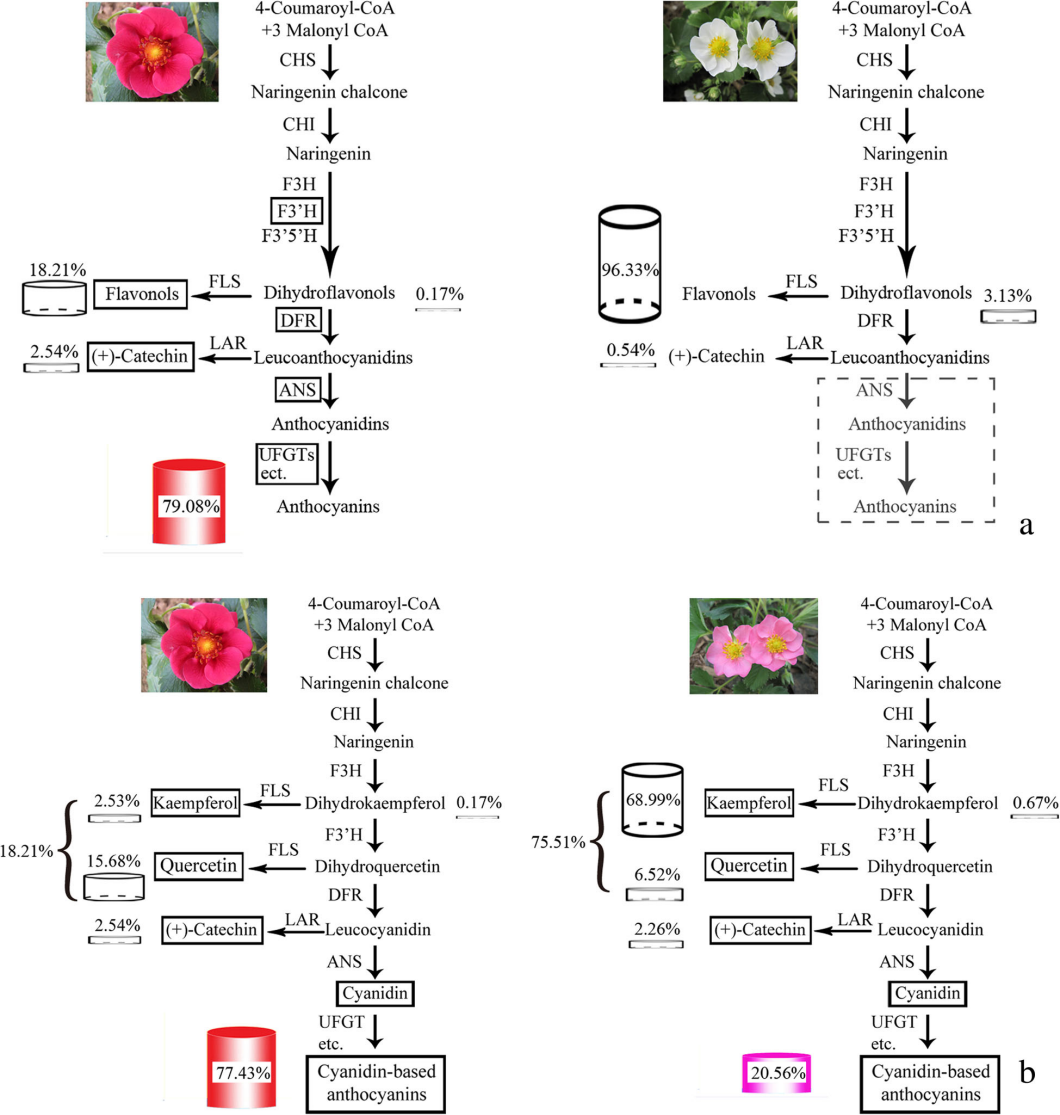
Two models for the process of anthocyanins elimination in white-flowered strawberry (**a**), and metabolic process in red-flowered and pink-flowered strawberry (**b**), respectively. CHS. Chalcone synthase, CHI. Chalcone isomerase, F3H. Flavanone 3-hydroxylase, F3’H. Flavonoid 3′-hydroxylase, F3’5’H. Flavonoid 3′,5′-hydroxylase, DFR. Dihydroflavonol 4-reductase, ANS. Anthocyanidin synthase, UFGT. UDP-glucose: Flavonoid 3-O-glucosyltransferase, FLS. Flavonol synthase, LAR. Leucoanthocyandin reductase

### Flower coloration with different shades of pink

PFS hybrids presented varying shades of pink, ranging from light pink to red. To examine the reasons for flower coloration, a comprehensive comparison between metabolic compounds and transcriptome data was carried out to analyze the metabolite levels in different petal colors and the expression of the corresponding key genes of different branch pathways. The results showed that the pink petals of varying degrees might be influenced by several factors. For example, in the case of red and pink petals, firstly, Cy3G was the main pigment compound in PFS. The Cy metabolic pathway was dominant in the color formation-related metabolic system, and its metabolic product accounted for 77.43% of TFL metabolites, whereas in the pink petals, Cy metabolic products accounted for 22.49% of TFL metabolites. The Cy content in the red petals was 5.49 times higher than that in the pink petals (Fig. 5b). *FpF3’H* is the key gene regulating Cy metabolism, and relatively low productivity might restrict the lower production of the Cy branch in the red and pink petals, leadingd to the different shades of pink in PFS hybrids. Secondly, in the red petals, the content of Cy was 58.73 times and 229 times higher than Pgs and Dels content, respectively; In the pink petals, the content of Cy was 20.75 times and 155.78 times higher than Pgs and Dels content, respectively (Table 1). The substrate specificity of the *FpDFR* and *FpANS* genes might be the reason that anthocyanins in PFS were mainly Cy derivatives, thus leading to the red petals. Thirdly, the competition effect of the *FpFLS* gene also limited the biomass of Cy derivatives. As shown in Fig. 5, the total amount of flavonols produced in the pink petals accounted for 75.51% of the TFL contents, which was 2.85 times higher than that in red flowers. With the upregulated expression of the *FpFLS* gene, the amount of biomass that was originally used for the flow of Cy was turned into colorless flavonols. Ca was detected in PFS petals of different colors. The proportion of Ca content in TFL was similar to that in the red and pink petals, accounting for 2.54 and 2.26%, respectively, suggesting that the expression of the *FpLAR* gene in the red flower was maintained at a level similar to that in the pink flower. Therefore, PFS hybrids with different shades of pink might be due to the substrate specificity of the *FpDFR* and *FpANS* genes, with Cy derivatives as the main anthocyanin components. The expression of the *FpF3’H* and *FpFLS* genes was different, resulting in the production of different proportions of Cys and flavonols, thus affecting the color of flowers.

### Metabolism compounds associated with flower coloration in PFS

The petal color is one of the major characteristics that determine the ornamental value of PFS. Flavonoids widely exist in flowers, fruits and vegetables, such as anthocyanins, flavones and flavonols [28]. So far, several reports have shown the relationship between flower color and pigment composition and content [29–31]. One hundred and eight lotus cultivars with different colors were assessed through detection and quantification of pigments in their petals by Deng et al. (2013), who detected 5 anthocyanins and 14 flavones and flavonols, and the content and composition of these pigments varied considerably among different cultivars [32]. The red color of lotus petal was positively correlated with the anthocyanin content, especially with the content of delphinidin 3-O-glucoside and malvidin 3-O-glucoside. In this study, the anthocyanin content in the red petals was significantly higher than the flavonol content. Furthermore, the flavonol content was the highest in the white petal with no significant differences from that in light pink and pink petals, and no anthocyanin was detected in the white petals. The petal color changed from red to white, which was consistent with increased flavonol content and decreased anthocyanin content. Flavones and flavonols have also been reported to be responsible for the petal color [33]. However, the function was limited to flavonols, as a co-pigmentation, to change the petal color from magenta to blue color [34, 35]. Du et al. (2018) reported the anthocyanin composition of 30 *Rhododendron* species and showed that there was no significant difference in co-pigmentation index among color different groups and flavonols might not play a major role in coloration [36]. Our study results showed that the white petal was due to the significant accumulation of flavonols and that the key factor of shades of pink was the accumulation of anthocyanins. However, the influence of different proportions of anthocyanins and flavonols on the formation of different shades of pink petals in PFS needs further study. The metabolic regulation related to the formation of flower color is a complex metabolic pathway, which is regulated the key genes of several branch metabolic pathways and regulatory factors. It was difficult to obtain an absolute correlation between the genes and the corresponding metabolites. The anthocyanin composition and content and co-pigment flavonol content in the petals were analyzed to understand the biochemical basis of different flower colors and to predict the genetic differences.

### Mechanism of flower coloration in PFS

Some previous studies have provided sufficient evidence for the molecular mechanism of anthocyanin composition in strawberry fruits, but have not explained pigmentation in the petal of PFS [15, 37–39]. The main anthocyanin compounds mainly in the fruits and flowers of PFS are Pgs and Cys, respectively, which indicated that the ABP is regulated in a spatially controlled manner [21]. The ABP is regulated by complex transcription factors, which confer tissue specificity [40–42]. Matu et al. (2017) identified three closely related R2R3-MYB genes, namely, *MYBA5, MYBA6*, and *MYBA7*, located in chromosome 14 that controlled the ABP in vegetative organs with different specificities [43]. To date, different enzymes involved in the ABP of the strawberry fruit have been identified, such as several structural genes *FaCHS*, *FaF3H*, *FaDFR*, *FaANS*, *FaFLS*, and *FaGT1*, and some regulatory genes *FaMYB1*, *FcMYB1*, *FaMYB5*, *FaMYB10*, and *FabHLH33* [16, 17, 44]. Recently, Hawkins et al. (2016) demonstrated that a candidate SNP on chromosome 14 in *FveMYB10* was identified, and then functionally confirmed to be responsible for the yellow color fruits in several *F. vesca* accessions via genome-scale analyses [45]. In this study, 62 annotated unigenes encoding 40 MYB DEGs were annotated in our assembled transcriptome datasets, including the *MYB1*, *GAMYBA4*, *MYB6*, *MYB44*, *MYB82*, *MYB11*, *MYB305* and *MYB308* genes. However, only 10 recovered *MYB* genes were likely ABP-regulating genes, as inferred from their position within the phylogenetic tree, and most of those unigenes were transcriptional repressors (unpublished). It was different from the strawberry fruit, and the positive regulation gene *FaMYB10* was not annotated. 

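MYB305 (TRINITY_DN15202_c1_g1) was at 22.6 ± 3.67 TPM in PF_L, 273 ± 42.2 in PF_Z and 1036 ± 49.9 in PF_D (mean ± SD, n = 3 libraries per stage). MYB308 (TRINITY_DN12288_c0_g1), a relative of repressors of the phenylpropanoid pathway, was at 10.7 ± 1.23 TPM in PF_L, 13.7 ± 10.4 in PF_Z and 326 ± 66.3 in PF_D. A second MYB308 unigene (TRINITY_DN14912_c0_g4) fell when coloration began, from 15.1 ± 1.91 to 2.75 ± 1.92 TPM. The MYB82 relative TRINITY_DN14048_c0_g1 was at 88.6 ± 4.28 TPM in PF_L, 36.8 ± 15 in PF_Z and 1.32 ± 0.421 in PF_D.

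From PF_L to PF_D, the limma log2 fold changes were 5.47 for MYB305 (standard error 0.16), 4.79 for the first MYB308 unigene (0.39) and -5.28 for the MYB82 relative (0.29), with a highest adjusted p of 1.4e-05. The second MYB308 unigene fell by 2.22 between PF_L and PF_Z (standard error 0.37). Of 112 unigenes described as MYB proteins, 107 were tested and 59 called in at least 1 comparison. Of 14 tested genes named after known MYB repressors, 5 were higher and 8 lower in PF_D than in PF_L, also when adjusted over the list alone, with a median log2 fold change of -1.09 and a mean of 0.10.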

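No unigene of the deposited annotation was described as MYB10. The nearest relatives of flavonoid-activating MYB genes by Swiss-Prot name included MYB114 (TRINITY_DN13075_c1_g2), which rose at each step, with 0.76 ± 0.259 TPM in PF_L, 13.5 ± 3.51 in PF_Z and 55.6 ± 5.85 in PF_D (mean ± SD, n = 3 libraries per stage). The MYB90 relative TRINITY_DN21029_c0_g2 was at 760.2 ± 91.1 TPM in PF_L, 683 ± 281 in PF_Z and 1438 ± 273 in PF_D. A relative of TT2 (TRINITY_DN21524_c1_g1) fell, with 59.3 ± 1.61 TPM in PF_L, 25.2 ± 9.03 in PF_Z and 0.45 ± 0.252 in PF_D.

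Log2 fold changes of PF_D against PF_L by limma were 5.01 for MYB114 (standard error 0.21, adjusted p = 2.4e-07), -5.39 for the TT2 relative (0.24, adjusted p = 3.7e-07) and 0.91 for the MYB90 relative, which was not called as the change is under 1 (adjusted p = 0.025). Between PF_D and PF_Z that relative was called, higher by 1.13 (standard error 0.27, adjusted p = 0.012), but not at an adjusted p limit of 0.01 or without PF_Z replicate 1, PF_Z replicate 2 or PF_D replicate 2. Of 19 tested relatives of the MYB, bHLH and WD40 regulators of flavonoid synthesis, 5 were higher and 6 lower in PF_D than in PF_L, also when adjusted over the list alone (7 and 6 with median-ratio scaling), with a median of 0.33 and a mean of -0.06. Against PF_Z, 7 were higher and 4 lower (5 lower adjusted over the list alone). The absence of the name does not show that the gene is absent from the petals.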

Recently, more regulatory transcription factors have been identified by expression correlation analysis in strawberry fruit [46], indicating that our knowledge of the gene network of this pathway is still incomplete. All these data suggested the presence of additional regulators in anthocyanin synthesis in PFS. Furthermore, increasing evidences showed that various TF families, such as NAC, ARF, and WRKY, were involved in the regulation of ABP. In our study, a number of putative TF DEGs were selected, according to several TFs reported to play important roles in ABP. Therefore finding and identification some anthocyanin-related TFs in PFS might confirm that pigmentation is a complex trait possibly involving distinct regulation mechanism.

Further investigations into the enzymatic properties of the structural genes, their regulatory mechanisms, and the content of related metabolites are still required for a complete understanding of the ABP in PFS. In this study, more than one isoform was found for each structural gene via transcriptome data. This suggested that all the examined ABP genes in PFS would represent multigene families, which was also the case in several other species [47]. 

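Each enzyme was represented by several unigenes, some of them short. CHS had 6 unigenes, 5 of them under 500 bp, and GT1 14, with 3 under 500 bp. F3H had 12 with 4 under 500 bp, UGT79B1 10 with 4 and FLS 26 with 2. DFR (6 unigenes), ANS (3), CHI (2) and F3'5'H (2) had none under 500 bp. In any comparison limma called 5 CHS, 2 CHI, 4 DFR, 2 ANS and 17 FLS unigenes. The file gives TPM and lengths but no sequences, so copies, alleles and pieces of 1 transcript were not told apart here.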

The Cy is the main anthocyanin in different flower colors of PFS, and its content was significantly higher than Pgs and Dels content (Table 1), which seemed to be caused by the higher *FpF3′H* gene expression than *FpF3H* and *FpF3′5′H* genes. Moreover, the substrate specificity of the *FpDFR*, *FpANS*, and *FpUGT* genes could contribute to widening the gap between the contents of Cys and other anthocyanins. The level of anthocyanin content was accounted for 79.1% of the TFL in the red petal, suggesting that the *FpDFR* gene has priority in the competition between *FpDFR* and *FpFLS* for their substrate dihydroflavonols. Similar results have been obtained in other horticultural plants [48, 49]. Park et al. (2017) reported that the Qr content was approximately 12-fold higher than the Cy content in red onion sheath, which confirmed that the *FpFLS* gene dominated the competition for their substrate dihydroquercetin [50]. The mechanism of different petal coloration in PFS was speculated and the reason for the white-flowered hybrid was lack of anthocyanins. The underlying mechanism is probably more complex than what is described here. The mechanism would be clarified by identifying characteristic structures of genes and by examining how the occurrence of transcription factors, transporters or miRNAs affected the flowers and fruits of PFS cultivars in our future work. Exploring the molecular mechanism of petal coloration might help apply genetic engineering to produce other novel colors of PFS.

## Conclusions

In this study, we explored the regulatory networks of the ABP in the petals of PFS at the metabolome and transcriptome levels. Overall, we identified a subset of candidate genes putatively associated with petal pigmentation including 57 flower coloration-related genes of ABP and 241 TFs. The mechanism of different petal coloration in PFS was speculated and the reason for the white-flowered hybrid was lack of anthocyanins. Our results make a significant contribution to the literature because it provides new insights for the subsequent study on complex physiological processes and molecular mechanisms associated with the biosynthesis and regulation of anthocyanins in the flowers of PFS.

## Methods

### Plant materials

The PFS cultivar Sijihong obtained from Pink Princess × Pretty Beauty with dark red flower. Its flower was divided into five developmental stages according to its opening degree and petal color (Fig. 6a, Table 3). The three developmental stages selected with significantly different flower colors (‘L’, ‘Z’ and ‘D’) were used for transcriptome analysis. The flower colors significantly varied among the hybrids obtained from the cross of Pink Princess × Pretty Beauty, ranging from white to red, and the hybrids were divided into the following five groups: red, dark pink, pink, light pink, and white (Fig. 6b). The fresh petal color of all hybrids and parents was measured using a Chroma Meter (CR-400 Koniea Minolta, Japan) (Fig. 6c, Additional file 1: Table S1). The fresh petals of cross hybrids from the five groups were sampled at full-bloom stage and used in the metabolome and qRT-PCR analyses. All samples were immediately frozen in liquid nitrogen and stored at − 80 °C for RNA extraction and flavonoid analysis. The samples of ‘L’, ‘Z’ and ‘D’ were used to construct nine libraries with three biological replicates, which were named as PH_L1, PH_L2, PH_L3, PH_Z1, PH_Z2, PH_Z3, PH_D1, PH_D2, and PH_D3, respectively.

**Fig. 6:**
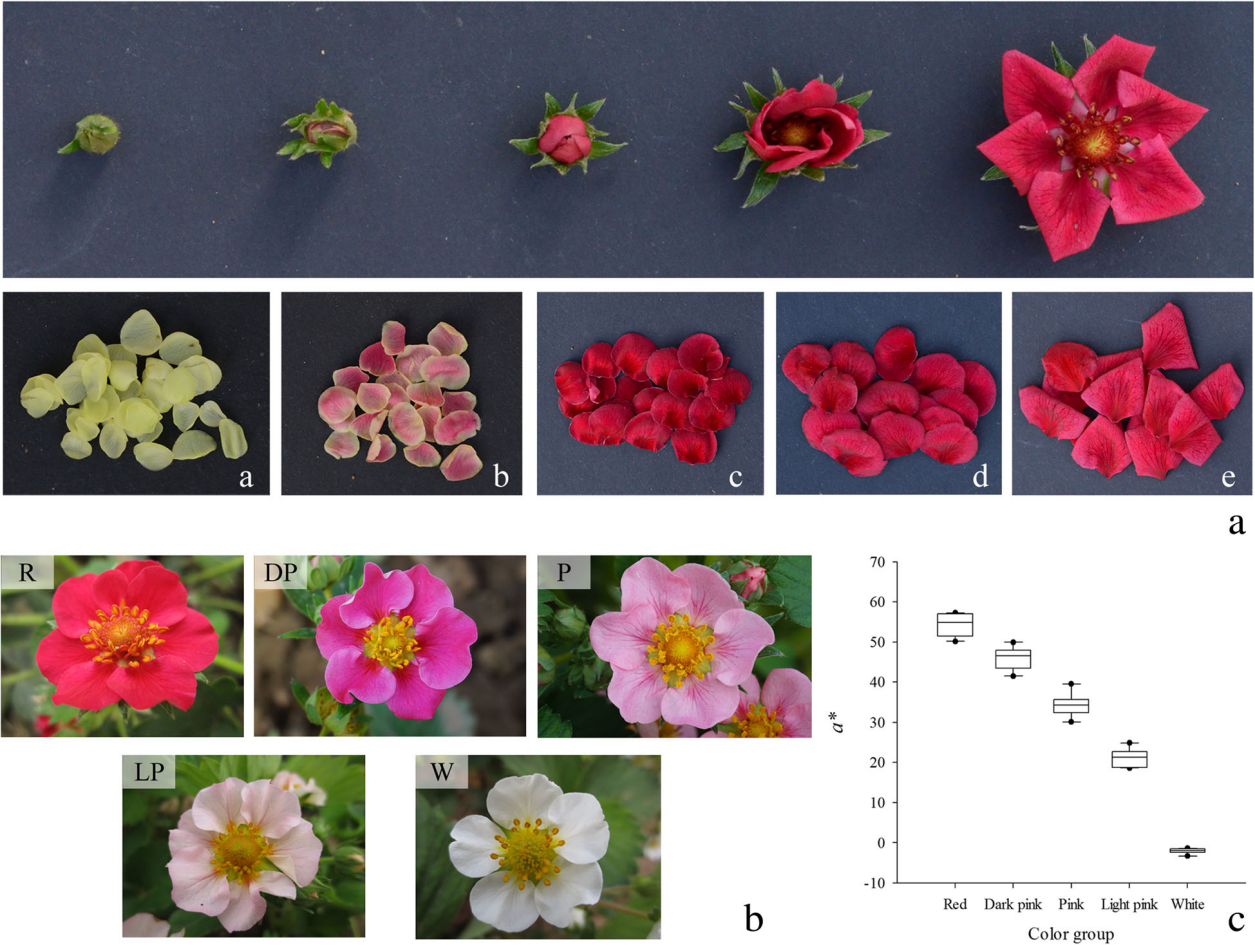
Materials chose for transcriptome sequencing and qRT-PCR analyses. A. The petal developmental stages of pink-flowered strawberry cultivar Sijihong. a, Young bud stage (L). b, Beginning coloration stage (Z). c, Big bud stage (D). d, Half opening stage (B). e, Full opening stage (S). The samples of ‘L’, ‘Z’ and ‘D’ were used for transcriptome sequencing with three biological replicates. B. Materials chose for qRT-PCR with different flower colors of hybrids from the cross of Pink Princess × Pretty Beauty. R. Red, DP. Dark pink, P. Pink, LP. Light pink, and W. White. C. a* value measured by a Chroma Meter (CR-400 Koniea Minolta, Japan) used to differentiate flower colors

**Table 3:** The characteristics of different developmental stages of the flower of pink-flowered strawberry cultivar Sijihong

Different developmental stages	Characteristics
Young bud stage (L)	Sepals are closed with colorless petals
Coloration beginning stage (Z)	Sepals are slightly open, closed petals appearing, and petals just begin coloration
Big bud stage (D)	Sepals are open, petals are also closed and fully colored
Half-opened stage (B)	Petals are partially open and longer than the sepals
Fully opened stage (S)	Sepals are fully spread and the flowers are fully opened

### Flavonoid determination in flowers

The anthocyanins in PFS petals were determined using HPLC-MS analysis as previously described [21]. Ten microliters of sample solution was injected for HPLC analysis. Anthocyanins were identified using an Agilent-1100 HPLC system coupled to an LC/MSD Trap SL electrospray ion mass spectrometer (Agilent 1100 LC/MSD Trap SL G2445A). The HPLC column used was DIKMA SpursilTMC18 (250 mm × 4.6 mm, 5 μm) and protected with a C18 micro-guard cation-H cartridge (10 mm × 4.6 mm; Shanghai ANPEL Scientific Instrument, Shanghai, China). The flow rate was 0.7 mL/min. The mobile phases A and B were composed of 0.1% (v/v) trifluoroacetic acid (TFA) in water and 0.1% (v/v) TFA in CH_3_CN, respectively. The column was eluted at 25 °C using the following linear gradients: 0 min, 100% A, 0%B; 40 min, 50% A, 50% B; 42 min, 100% A, 0% B; and 47 min, 100% A, 0% B. The MS condition was as follows: positive ion mode; gas (N_2_) temperature, 350 °C; flow rate, 12 L/min; nebulizer pressure, 35 psi; capillary voltage, − 4500 V; capillary exit, 200 V. Mass spectra were recorded from m/z 100 to 1000. Anthocyanins at 530 nm, flavones and flavonols at 350 nm were detected, and UV spectra were recorded between 200 and 800 nm. Data were recorded on a computer with Agilent Chemstation software (Chemsta-tion for LC 3D system REV. B. 01. 03). Cy3G, quercetin 3-O-rutinoside (Rutin), naringenin (Nrn), myricetin, Qr, Ka, dihydromyricetin (DHM), dihydroquercetin (DHQ), DHK, (+)-catechin (Ca), and (−)-epicatechin (Ep) were obtained from the National Institutes for Food and Drug Control (Beijing, China) and used as the standards for quantification. The flavonoids were identified based on the HPLC retention time, elution order, UV–vis spectrum, and MS fragmentation pattern by comparison with those of the standards and published data. The content of TA and TFL was calculated using the absorbance measured at 530 nm and 350 nm, respectively. The mean values and SEs were obtained from three biological replicates.

### RNA extraction, library construction, and sequencing

Total RNA was extracted using a modified CTAB method and treated with RNase-free DNase I (Takara, Dalian, China) to remove genomic DNA contamination. The total RNA quantity and purity were determined using Bioanalyzer 2100 and the RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number of> 7.0. The methods of library construction and sequencing were the same to the published work [51]. In brief, Total RNA samples of 10 μg were extracted from each development stage. Then they were subjected to isolate poly (A) mRNA with poly-T oligo-attached magnetic beads. The cDNA library was constructed in accordance with the protocol of the mRNA-Seq Sample Preparation Kit (Illumina, San Diego, USA). The paired-end sequencing was at the lc-bio (China) using an Illumina Hiseq 4000 platform.

### De novo assembly, unigene annotation, and differential expression analysis

The raw data in FASTQ format have been deposited in the National Center for Biotechnology Information (NCBI) database (accession no. GSE125777). Cutadapt and perl scripts in house were used to remove the reads that contained adaptor contamination, low quality bases, and undetermined bases. The sequence quality was then verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) including the Q20, Q30, and GC content of the clean data. All downstream analyses were based on clean data of high quality. The clean data of all the nine samples were combined for de novo assembly of the transcriptome with Trinity 2.4.0 [52]. Trinity groups transcripts into clusters based on shared sequence content. Such a transcript cluster was very loosely referred to as a “gene”. The longest transcript in the cluster was chosen as the “gene” sequence (i.e., unigene). All assembled unigenes were aligned against the non-redundant (Nr) protein database (http://www.ncbi.nlm.nih.gov/), GO (http://www.geneontology.org), SwissProt (http://www.expasy.ch/sprot/), KEGG (http://www.genome.jp/kegg/), and eggNOG (http://eggnogdb.embl.de/) databases using DIAMOND with a threshold of E-value < 0.00001 [53]. Differentially expressed unigenes were selected with |log2 (foldchange)| ≥1 and with statistical significance (FDR<0.05) using R package edgeR [54]. Next, the GO and KEGG enrichment analyses were repeated for the differentially expressed unigenes using the in house perl scripts, and significantly enriched GO terms and KEGG pathways were identified using hypergeometric tests with *p* ≤ 0.05 as a threshold [55, 56].

### Gene validation and expression analysis

The specific emphasis was placed on color-related secondary metabolism involved in flavonoid biosynthesis, including the phenylpropanoid biosynthetic pathway (ko00940), FBP (ko00941), and ABP (ko00942). All isoforms of each color-related gene present in the PFS transcriptome database examined were aligned using BLASTx. Some color-related key genes and transcription factors were chosen for validation in different flower colors of hybrids (red, dark pink, pink, and light pink) using qRT-PCR (Fig. 6). Three biological repeats were performed for each gene in each sample. Total RNA was extracted using a modified CTAB method and treated with RNase-free DNase I (Takara, Dalian, China) to remove genomic DNA contamination. The total RNA quantity and purity were determined using Bioanalyzer 2100 and the RNA 6000 Nano LabChip Kit (Agilent, CA, USA). The cDNA of each sample was synthesized using the PrimeScript RT reagent Kit (TaKaRa, Dalian, China). Primers were designed using the Primer 3.0 software (http://biotools.umassmed.edu/bioapps/primer3 www.cgi) for qRT-PCR and listed in Additional file 12: Table S6. The qRT-PCRs were performed on the IQ5 Real-Time Detection System (Bio-Rad, USA) with the SYBR Green PCR Master Mix (Takara, Dalian, China), and amplified with 1 μL of cDNA template, 5 μL of 2 × SYBR Green Master Mix, and 0.5 μL of each primer (10 μmol/μL), to a final volume of 10 μL by adding water. The amplification program consisted of one cycle at 95 °C for 3 min, followed by 40 cycles of 95 °C for 30 s and 60 °C for 30 s. The strawberry 26S rRNA gene was used as the reference gene. All the data were subjected to statistical analysis using Duncan’s multiple range test (SPSS ver.17.0), and they were indicated as mean ± SE.

## Supplementary information

**Additional file 1: Table S1.** The total anthocyanin and total flavonoid contents in the petals of three developmental stages (PF_L, PF_Z and PF_D) used for the RNA-seq analysis.

**Additional file 2: Table S2.** Overview of sequencing and assembly of the transcriptome.

**Additional file 3: Table S3.** N50 of transcripts or unigenes from nine samples.

**Additional file 4: Table S4.** Length of transcripts or unigenes from nine samples.

**Additional file 5: Figure S1.** Bioinformatic analysis of RNA-seq data. A, Pearson’s distance correlation matrix of gene expression in PF_L, PF_Z and PF_D. B, Venn diagram showing the overlap of differentially expressed genes between any two stages of the PFS petal. C, The number of differential expression genes between PF_Z and PF_L, PF_D and PF_L, and PF_D and PF_Z.

**Additional file 6: Figure S2.** Number and percentage of transcripts matching the eight top species using BLASTx in the Nr database.

**Additional file 7: Figure S3.** GO classification of DEGs in PF_L vs PF_Z vs PF_D. The biological process, cellular component and molecular function were analyzed.

**Additional file 8: Figure S4.** Correlation of gene expression obtained from qRT-PCR analysis and RNA-Seq for 17 color-related genes. All reactions of qRT-PCR were repeated three times for each sample, and vertical bars indicated standard errors. Red indicated the fold changes of transcript expression levels determined by qRT-PCR. Green indicated the fold changes generated from the high-throughput sequencing.

**Additional file 9: Figure S5.** Expression profile of flower color related genes was Z-score normalized and hierarchically clustered in the heatmap. A color scale is shown at the top. Blue color indicates lower expression, while red color indicates higher expression. L, Young bud stage; Z, Beginning coloration stage; D, Big bud stage.

**Additional file 10: Table S5.** The numbers of differential expressed TFs related with ABP in the three development stages.

**Additional file 11: Figure S6.** Expression profile of transcription factors related to anthocyanins biosynthesis was Z-score normalized and hierarchically clustered in the heatmap. A color scale is shown at the right. Green color indicates lower expression, while red color indicates higher expression. L, Young bud stage; Z, Beginning coloration stage; D, Big bud stage.

**Additional file 12: Table S6.** The primers used for qRT-PCR analysis.

## Data Availability

The sequencing data has been submitted to NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi. nlm.nih.gov/geo/) under the accession number of GSE125777.

## Abbreviations

ABP: Anthocyanins biosynthesis pathway
Ca: Catechin
Cy: Cyanidin
Cy3G: Cyanidin 3-O-glucoside
DEG: Differentially Expressed Gene
Del: Delphinidin
DHK: Dihydrokaempferol
DHM: Dihydromyricetin
DHQ: Dihydroquercetin
Ep: Epicatechin
FBP: Flavonoid biosynthesis pathway
GO: Gene ontology
HPLC-MS: High-performance liquid chromatography coupled with mass spectrometry
Ka: Kaempferol
KEGG: Kyoto Encyclopedia of Genes and Genomes
NCBI: National Center for Biotechnology Information
NJ: neighbour joining
Nr: non-redundant protein database
Nrn: Naringenin
PFS: Pink-flowered strawberry
Pg: Pelargonidin
Qr: Quercetin
Rutin: Quercetin 3-O-rutinoside
TA: Total anthocyanins
TFA: Trifluoroacetic acid
TFL: Total flavonoids

# Supplementary material for: Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis
**Source:** BMC Plant Biol. 2019 Oct 14;19:423. doi: 10.1186/s12870-019-2048-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The total anthocyanin and total flavonoid contents in the petals of three developmental stages (PF_L, PF_Z and PF_D) used for the RNA-seq analysis.

| Table S1 The total anthocyanin and total flavonoid contents in the petals of three developmental stages (PF_L, PF_Z and PF_D) used for the RNA-seq analysis | | | | | |
| --- | --- | --- | --- | --- | --- |
| Samples | *l** | *a** | *b** | TA | TFL |
| PF_L | 63.25±0.99 | -10.89±0.56 | 36.82±0.81 | — | 361.16 ±5.56 |
| PF_Z | 59.22±0.24 | -7.72±0.13 | 34.15±0.26 | 191.68±8.66 | 827.66±13.17 |
| PF_D | 39.60±0.31 | 49.61±1.23 | 17.47±0.13 | 1670.02±17.96 | 2344.36±22.36 |
| Note: The samples of ‘L’, ‘Z’ and ‘D’ were used for transcriptome sequencing; *l**, lightness; *a** and *b**, chromatic components; TA, Total anthocyanins; TFL, Total flavonoids. | | | | | |

# Supplementary material for: Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis
**Source:** BMC Plant Biol. 2019 Oct 14;19:423. doi: 10.1186/s12870-019-2048-8
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Overview of sequencing and assembly of the transcriptome.

| Table S2 Overview of sequencing and assembly of the transcriptome | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Samples | Raw_Reads | Raw_Bases | Valid_Reads | Valid_Bases | Valid% | Q20% | Q30% | GC% |
| PF_L1 | 38,549,916 | 5.82G | 37,860,886 | 5.59G | 98.21 | 98.34 | 95.38 | 46.71 |
| PF_L2 | 55,718,164 | 8.41G | 54,680,870 | 8.08G | 98.14 | 98.33 | 95.39 | 46.93 |
| PF_L3 | 49,721,048 | 7.51G | 48,815,484 | 7.21G | 98.18 | 98.29 | 95.28 | 46.77 |
| PF_Z1 | 53,556,478 | 8.09G | 52,576,062 | 7.76G | 98.17 | 98.21 | 95.19 | 46.83 |
| PF_Z2 | 45,358,060 | 6.85G | 43,731,870 | 6.47G | 96.41 | 98.35 | 95.51 | 46.91 |
| PF_Z3 | 54,078,570 | 8.17G | 53,117,628 | 7.86G | 98.22 | 98.41 | 95.53 | 46.79 |
| PF_D1 | 56,766,470 | 8.57G | 54,757,060 | 8.10G | 96.46 | 98.33 | 95.42 | 46.94 |
| PF_D2 | 56,353,562 | 8.51G | 55,152,082 | 8.15G | 97.87 | 98.30 | 95.33 | 46.39 |
| PF_D3 | 53,828,940 | 8.13G | 52,650,558 | 7.78G | 97.81 | 98.34 | 95.39 | 46.52 |

# Supplementary material for: Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis
**Source:** BMC Plant Biol. 2019 Oct 14;19:423. doi: 10.1186/s12870-019-2048-8
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. N50 of transcripts or unigenes from nine samples.

| Table S3 N50 of transcripts or unigenes from nine samples | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Index | All | GC% | Min Length | Median Length | Max Length | Total Assembled Bases | N50 |
| Transcript | 164,727 | 42.55 | 201 | 606 | 12583 | 141,249,559 | 1,250 |
| Gene | 50,285 | 42.47 | 201 | 548 | 12583 | 43,531,127 | 1,394 |

# Supplementary material for: Study on cyanidin metabolism in petals of pink-flowered strawberry based on transcriptome sequencing and metabolite analysis
**Source:** BMC Plant Biol. 2019 Oct 14;19:423. doi: 10.1186/s12870-019-2048-8
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. Length of transcripts or unigenes from nine samples.

| Table S4 Length of transcripts or unigenes from nine samples | | | | | |
| --- | --- | --- | --- | --- | --- |
|  | 200 - 500 bp | 500 -1kbp | 1k – 2 kbp | > 2 kbp | Total |
| Number of transcripts | 69 579 | 45 460 | 36 935 | 12 753 | 164 727 |
| Number of unigenes | 23 669 | 11 143 | 10 846 | 4 627 | 50 285 |

How the deposited data were processed for this re-analysis (not part of the article)

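RNA of petals of the pink-flowered strawberry cultivar Sijihong was sequenced by the authors on an Illumina HiSeq 4000, with 3 biological replicates of each of 3 stages: young bud (PF_L), beginning of coloration (PF_Z) and big bud (PF_D). According to the paper, reads were cleaned with Cutadapt and in-house perl scripts and checked with FastQC, and reads of all 9 libraries were assembled de novo with Trinity 2.4.0. The longest transcript of each cluster was taken as the unigene and annotated against Nr, GO, SwissProt, KEGG and eggNOG with DIAMOND at an E-value under 0.00001. The deposited values are TPM, which the authors scaled for transcript length and to an equal total per library; each library sums to 993148 to 994911 over the unigenes listed. The paper's text does not name the program that estimated TPM. The submitters' processing notes also list Bowtie 0.12.2, HISAT2 2.0, StringTie 1.3.0 and the build mm8 without a role. The paper's valid reads per library were 37860886 to 55152082. As TPM keeps no counts, depth could not enter the tests, and values of a few TPM are the least precise.

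The file lists 50285 unigenes with values for all 9 libraries, beside columns of unigene length and annotation that belong to no sample. The samples were taken from the labels by stage letter and replicate number. Unigenes at 1 TPM or more in at least 3 libraries were tested (47924), which leaves out unigenes seen in fewer libraries. Values were analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with 1 mean per stage, empirical Bayes variances with a trend on abundance, and Benjamini-Hochberg adjustment over all genes of a comparison. Genes were called at a log2 fold change of at least 1 in either direction and an adjusted p under 0.05, the limits the paper states for its own test. The 3 comparisons share libraries and are not independent. GO terms and KEGG pathways were tested for a raised share with the one-sided hypergeometric test, an exact test, against tested genes with any term or pathway. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

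Gene lists by KEGG number, by protein description and by the paper's Table S5 were fixed before the data were examined. Each list of at least 5 tested genes was compared with all other genes with camera at its preset correlation of 0.01 and at an estimated correlation, adjusted over 153 tests. The enzymes of Table 2 and the families of Table S5 were chosen by the study on the same libraries. The genes named are, per comparison, the 8 with the largest rise and the 8 with the largest fall among called genes with a gene name, a mean of at least 10 TPM in the higher stage and no overlap between the libraries. The rule adds, in each list, the members with the largest called rise, the largest called fall and the highest mean, and every unigene of a gene that the paper names for these libraries. The values of Table S5 had been seen when this rule was written. Table S5 was read for its unigene identifiers. The table of RefSeq names could not be paired with Trinity identifiers and was not used here.

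The procedure was tested on simulated data with 50 changed genes per size. At log2 sizes of 1.5, 2, 3 and 4, it called 54%, 70%, 90% and 96% of them between PF_D and PF_L, 56%, 62%, 84% and 90% between PF_Z and PF_L and 44%, 66%, 72% and 98% between PF_D and PF_Z, with 11, 8 and 5 unchanged genes called. Far more genes were called in the real data, where the adjusted p limit is met at a higher p, so these shares do not give the sensitivity there. The alternatives were 0.1 or 5 added to the TPM, no filter, a filter of 5 TPM, scaling by median ratios, quantile normalization, a model of the 6 libraries compared, no variance trend, robust empirical Bayes, a block for replicate number, an adjusted p limit of 0.01 and leaving out each of the 9 libraries. For enzymes, unigenes were also assigned by description, and for KEGG pathways, all tested genes served as background or transcription factors were left out. Hybrid progeny, pigment measurements and qRT-PCR are not analysed here.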

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

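The limit of 0.001 that picks the lists in this part was set after the camera results had been seen, and the comparison of the jasmonate genes with their range in PF_L and PF_D, which voids the tests of their cause, was added after those tests. The results here are lists of genes that the paper does not discuss as such, though it does discuss hormone signaling as a whole, and that shifted against all other genes in camera at its preset correlation (adjusted p under 0.001), with their median log2 fold changes before the shift of all genes is taken off. Light-harvesting genes shifted by -2.79 between PF_D and PF_L and -1.93 between PF_D and PF_Z (adjusted p = 0.452 and 0.452 with an estimated correlation). Photosystem and Rubisco small subunit genes shifted by -2.16 and -1.51 in the same comparisons (adjusted p = 0.423 and 0.384 with an estimated correlation). Genes of DNA replication and core histones shifted by -1.84 between PF_D and PF_L and -2.01 between PF_Z and PF_L (adjusted p = 0.306 and 0.192 with an estimated correlation), and mitotic cyclins and kinesins by -1.04 and -1.12 (adjusted p = 0.306 and 0.213 with an estimated correlation).

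Cytosolic ribosomal protein genes shifted by -0.71 between PF_D and PF_L, -0.41 between PF_Z and PF_L and -0.29 between PF_D and PF_Z (adjusted p = 0.192, 0.258 and 0.306 with an estimated correlation). In the last of these the list moved against a median of all genes of 0.08. Ethylene response factors shifted by -1.18 between PF_D and PF_L and -1.12 between PF_D and PF_Z (adjusted p = 0.463 and 0.354 with an estimated correlation). JAZ and MYC2 genes shifted by 0.79 between PF_Z and PF_L and -1.88 between PF_D and PF_Z (adjusted p = 0.192 for each with an estimated correlation). Terpene genes shifted by 0.49 between PF_Z and PF_L (adjusted p = 0.333 with an estimated correlation). None of these calls holds with the correlation estimated from the 9 libraries, where the test allows for genes of a list that vary together.

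The mean of the JAZ and MYC2 genes was 6.29, 6.32 and 6.20 in the PF_Z libraries (log2), 5.37 to 5.81 in PF_L and 4.50 to 4.74 in PF_D, and replicates 1 and 2 of PF_Z lay above replicate 3 by 0.088 and 0.125, less than the widest range within PF_L or PF_D, 0.44. With no clear difference to explain, the 3 tests of its cause are void and decide nothing: the position of replicate 3 between PF_L and PF_D, which differed by 0.002 from the nearer of the other PF_Z libraries (0.051 at most within PF_L or PF_D), heat shock genes, at least 0.034 higher in replicates 1 and 2, and light-harvesting genes, at least 1.030 higher there. Photosystem and Rubisco small subunit genes were at 5.50, 4.67 and 4.55 in the 3 libraries.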

How the results depend on the processing

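All alternatives in this part were set before the data were examined. Adding 5 in place of 1 to the TPM left 5384 called genes between PF_D and PF_L, 1356 between PF_Z and PF_L and 3779 between PF_D and PF_Z, 6552 in any comparison and 312 in all 3, with 52 flavonoid genes and 118 transcription factors. The larger constant shrinks fold changes of genes at a few TPM. A filter of 5 TPM in 3 libraries, which tests fewer genes, left 7478 between PF_D and PF_L and 9044 in any comparison. At an adjusted p under 0.01, 1263 were called between PF_Z and PF_L, 5643 between PF_D and PF_Z and 350 in all 3, with 38 shifts of gene lists and 6 KEGG pathways. With all tested genes as background, 33 KEGG pathways passed. The lowest correlation between replicates was 0.862 by Spearman.

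Leaving out 1 library at a time gave 1458 to 4694 called genes between PF_Z and PF_L: 1570, 1628 and 1458 without PF_L replicate 1, 2 or 3, 2091 and 2047 without PF_Z replicate 1 or 2, and 4694 without PF_Z replicate 3. Genes called in all 3 comparisons ranged from 479 to 902, with 516, 503 and 479 without PF_L replicate 1, 2 or 3. The other counts stayed within 1.5 times the reported ones: 10131 to 12186 between PF_D and PF_L, 6240 to 9477 between PF_D and PF_Z, 12492 to 16399 in any comparison, 67 to 81 flavonoid genes, 160 to 181 transcription factors, 55 to 67 shifts of gene lists and 16 to 22 KEGG pathways. The cause of these changes was not tested.

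No called direction of a named gene or of a list with the same members reversed, but the UGAT list shifted down when drawn by KEGG number and up when drawn by description (camera at its preset correlation). Over the alternatives, 642 results of named genes lost their call and 131 gained one. Another 16615 kept their direction and their side of the threshold, and 180 changed direction without a call in either setting. For gene lists, 123 lost and 43 gained a call, against 2811 that stayed, and 59 changed direction without a call in either setting. The constant of 5 ended the most calls of named genes (117), then the limit of 0.01 (79), while median-ratio scaling ended 28. Counts of rises and falls depend on scaling: median ratios gave 5087 and 6480 between PF_D and PF_L, 1422 and 1439 between PF_Z and PF_L, and 3863 and 4853 between PF_D and PF_Z, and quantile normalization 5481 and 6102, 1470 and 1439, and 4004 and 4510.

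Replicate numbers did not pair the libraries: correlations of deviations from stage means ran from -0.0963 to 0.0432 over 9 pairs of libraries with the same number, and 1 of 9 libraries lay nearest to its own number. A block for replicate number gave 11794, 2662 and 8266 called genes in PF_D against PF_L, PF_Z against PF_L and PF_D against PF_Z. Alternatives that need read counts were not run.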

Differences from the paper's values

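The alternatives in this part were those set before the data were examined, 20 for counts of genes and 21 for enzymes, where the 21st assigned unigenes by protein description. For genes higher in PF_Z than in PF_L the paper's value is 2623 and the value here 1029, and for genes called in all 3 comparisons the paper's is 1426 and the value here 819; under none of 20 alternatives did either come within 1.5 times of the paper's. The paper's called genes in KEGG pathways number 7032, against 4550 here, within 1.5 times with 0.1 added to the TPM and without PF_Z replicate 3, and not under the other alternatives. The paper's average unigene length is 548 bp, where the mean here is 866 bp and the median 548 bp, with no alternative. The paper's counts come from edgeR at the same fold change and adjusted p limits, and the counts here from limma on TPM.

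For CHS the paper gives 3 called genes, 3 of them higher in PF_D, and 5 and 5 were found here, within the paper's only when unigenes were assigned by description. For CHI the paper gives 0 higher in PF_D against 2 here, under no alternative within it. For F3'H the paper gives 2 higher in PF_L against 1 here, within it only by description, and 1 higher in PF_D against 2 here, under no alternative. For F3'5'H the paper gives 4 called genes against 1 here, under no alternative, and 3 higher in PF_L against 1 here, within it only by description. For DFR the paper gives 0 higher in PF_L against 1 here, a relative of tetraketide pyrone reductase under the DFR number. For BZ1 it gives 8 called genes against 3 here. Higher in PF_L were 4 against 0 here by limma, and higher in PF_D 1 against 3 here. None of these values for DFR and BZ1 came within the paper's under any alternative.

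For GT1 the paper gives 2 called genes against 7 here, under no alternative, 1 higher in PF_L against 3 here, within it by description, with quantile normalization, at an adjusted p under 0.01 and without PF_L replicate 2 and not under the others, and 0 higher in PF_D against 2 here, within it only by description. For UGT75C1 the paper gives 1 higher in PF_L against 2 here, within it with the filter of 5 TPM, at an adjusted p under 0.01 and without PF_L replicate 2 or 3 or PF_D replicate 1 or 3, and not under the others. For UGT79B1 the paper gives 3 called genes against 8 here, within it by description, with 5 added to the TPM, at an adjusted p under 0.01 and without PF_D replicate 2. It gives 1 higher in PF_L against 4 here, within it by description and without PF_L replicate 1 or 3, and 0 higher in PF_D against 2 here, within it only by description. For UGAT the paper gives 3 higher in PF_L against 6 here, within it by description, with 5 added to the TPM, with the filter of 5 TPM and without PF_L replicate 3, and 1 higher in PF_D against 0 here by limma, within it with quantile normalization and without PF_L replicate 1. For each of these 2 enzymes the other alternatives did not bring the values within the paper's.

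For FLS the paper gives 5 called genes against 17 here and 1 higher in PF_D against 8 here, under no alternative, and 2 higher in PF_L against 5 here, within it only by description. For ANR the paper gives 2 called genes against 4 here, within it by description, with 5 added to the TPM, with the filter of 5 TPM, at an adjusted p under 0.01 and without each PF_D replicate in turn. It gives 0 ANR genes higher in PF_L against 2 here, under no alternative, and 1 higher in PF_D against 2 here, within it by description, with the filter of 5 TPM and without each PF_D replicate. For LAR the paper gives 1 higher in PF_L against 2 here, within it with 5 added to the TPM, with the filter of 5 TPM and without each PF_L replicate, and not under the others.

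The paper states that all DFR genes called were most expressed in PF_D. Of 4 unigenes under the DFR number called here between PF_D and PF_L, 3 were higher in PF_D. The 1 higher in PF_L was a relative of tetraketide pyrone reductase, which need not be a DFR. Of 11 unigenes assigned to DFR by description, 4 were higher and 1 lower in PF_D. It states that MYB11 was most expressed in PF_D, and here it had its highest mean in PF_D but was not called against PF_L (log2 fold change 0.62, adjusted p = 0.109), while it was higher than in PF_Z by 1.74. The unigenes taken for MYB1, GAMYB, bHLH79, bHLH77 and bHLH148 were called higher in PF_D here, and the one taken for bHLH77 has the gene name BHLH62. The paper finds more falls than rises between PF_Z and PF_D, where 4262 rose and 4346 fell here, 3863 and 4853 with median-ratio scaling, and 4004 and 4510 after quantile normalization. Rises outnumbered falls without a filter (4356 and 4351), without the variance trend (4266 and 4261) and without PF_Z replicate 3 (4935 and 4542), and under no other alternative. Between PF_L and PF_Z the paper finds more rises than falls, where 1029 rose and 2251 fell here, 1422 and 1439 with median ratios, and 1470 and 1439, the direction of the paper, after quantile normalization. The paper calls its GO terms for molecular function enriched, where protein binding and ATP binding were not enriched here (adjusted p = 1.000 each) and transcription factor activity was (adjusted p = 2.2e-22).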

Other observations

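Chosen only after the enrichment without transcription factors had been seen were the tests without the unigenes under the KEGG number of MYB75 and under that of a cytochrome c oxidase assembly protein, and the explanation for circadian rhythm was reworded then, with its limits unchanged. The medians by level of expression were also added once the shift of all genes was known. GSTF11 (TRINITY_DN12743_c0_g1), a relative of the glutathione transferases that help carry flavonoids to the vacuole, was at 2.14 ± 0.87 TPM in PF_L, 207 ± 66.2 in PF_Z and 749.5 ± 142 in PF_D (mean ± SD, n = 3 libraries per stage), a rise of 7.93 between PF_L and PF_D by limma (standard error 0.28, adjusted p = 1.1e-07). Of 13 tested genes of anthocyanin transport, 4 were higher and 5 lower in PF_D than in PF_L (also when adjusted over the list alone; 4 and 4 with median-ratio scaling), with a median of -0.72 and a mean of 0.20. Among transporters named DTX41, TRINITY_DN20172_c0_g3 fell from 15.2 ± 2.43 to 1.16 ± 0.794 TPM and TRINITY_DN21309_c0_g4 rose from 0.327 ± 0.188 to 9 ± 2.04 TPM. A germacrene D synthase (TRINITY_DN24179_c0_g1), an enzyme of terpene scent, was at 14 ± 7.74 TPM in PF_L, 289 ± 123 in PF_Z and 111 ± 37.7 in PF_D, and rose by 4.30 between PF_L and PF_Z (standard error 0.44), while its call as lower in PF_D than in PF_Z was kept in 12 of 20 alternatives. Of 15 terpene genes, 2 were higher and 1 lower in PF_Z than in PF_L (6 and 2 when adjusted over the list alone), and none was higher and 7 were lower in PF_D than in PF_Z by limma. Of 8 acyltransferases and benzenoid volatile genes, 2 were lower in PF_D than in PF_Z and none was higher by limma (also when adjusted over the list alone). The isoeugenol synthase relative IGS1 (TRINITY_DN12063_c0_g1) was abundant in all stages, at 121 ± 4.74 TPM in PF_L, 100.0 ± 13.3 in PF_Z and 144 ± 14.9 in PF_D, and was not called.

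The petal identity gene PMADS2 (TRINITY_DN23056_c0_g2), a MADS-box factor, was abundant throughout, at 1289.7 ± 102 TPM in PF_L, 1085 ± 145 in PF_Z and 854 ± 59.3 in PF_D, and was not called in any comparison. CMB1 (TRINITY_DN28433_c0_g6), another MADS-box gene, fell from 27.1 ± 3.99 to 3.26 ± 2.11 TPM. Of 18 genes of petal and floral organ identity, 6 were lower in PF_D than in PF_L and none was higher by limma (also when adjusted over the list alone), and 7 were lower than in PF_Z (0 and 8 when adjusted over the list alone; camera adjusted p = 0.001 preset, adjusted p = 0.192 with an estimated correlation). SPT (TRINITY_DN14793_c0_g1), a bHLH gene of the carpel list, fell from 38.2 ± 7.53 to 0.64 ± 0.446 TPM. Of 10 carpel and ovule genes, 1 was higher and 2 were lower in PF_D than in PF_L (also when adjusted over the list alone; 1 and 1 with median-ratio scaling). Of 11 anther, tapetum and pollen genes, 1 was higher and 4 were lower (also when adjusted over the list alone): TKPR2 (TRINITY_DN17599_c0_g2) rose from 10.9 ± 0.493 to 29.6 ± 7.63 TPM, and CYP704B1 (TRINITY_DN13004_c0_g1) was at 6.03 ± 0.225 TPM in PF_L and listed at 0 in PF_D. The small heat shock gene HSP23.6 (TRINITY_DN13481_c0_g1) fell from 26 ± 36.6 to 0.12 ± 0.0794 TPM. Of 80 heat shock genes, 5 were higher and 28 lower in PF_D (5 and 30 when adjusted over the list alone), and 19 were lower with median-ratio scaling and 22 after quantile normalization (camera adjusted p = 0.003 preset, adjusted p = 0.454 with an estimated correlation). Replicate 2 of PF_L stood apart, with list means of 3.82, 4.63 and 3.82 (log2) in the 3 PF_L libraries and 3.26 to 3.30 in PF_D.

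The median of all tested genes lay lower in PF_Z than in PF_L, at -0.21. The 20 most abundant genes of each library held 8.05% to 9.87% of TPM in PF_Z, against 5.91% to 6.59% in PF_L. For a larger share of a few abundant genes as the cause, a median above -0.1 had been predicted without the 20 genes of highest mean. It was -0.178, but shares this close could not have moved it past that limit, so the outcome was fixed. The value shows only that most of the shift remained without those 20 genes. Leaving out each PF_Z library in turn gave -0.268 to -0.169, and each PF_L library -0.213 to -0.195, which argues against a single library as the cause. The shift was -0.225 for genes under 2 TPM, -0.249 from 2 to 10, -0.182 from 10 to 50 and -0.075 above 50. Whether it is a change in the petals or of the scaling to TPM stays open, since TPM holds no absolute amount.

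Circadian rhythm passed as an enriched pathway between PF_D and PF_L, and 49 of its genes, 33 of them called, were described as transcription factors. Without them 42 of 125 genes were called and the adjusted p was 0.672, so the raised share was seen only with the factors. Factors that belong to the pathway were left out too, so this does not show an error of annotation. Without the 17 tested unigenes under the KEGG number of MYB75 alone, the adjusted p was 0.036, which leaves the part of that number open. For porphyrin and chlorophyll metabolism, the adjusted p was 0.012 without transcription factors (50 of 114 called) and 0.021 without the unigenes under the number of a cytochrome c oxidase assembly protein (47 of 107 called), so the pathway still passed at 0.05, with values between the limits set for the 2 outcomes. Of the 30 unigenes under that number, 23 were described as transcription factors.

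Groups of 3 libraries allow 10 splits of 6, too few for a share under 0.05. The real split gave 12042 called genes between PF_D and PF_L, 3280 between PF_Z and PF_L and 8608 between PF_D and PF_Z, in each case 1 of 10 splits with as many, and the highest other split gave 0 called genes by limma each time (1568, 3850 and 4516 at an unadjusted p under 0.05). Every other split mixes libraries of both stages in each group, which adds the stage difference to the spread. Their lack of calls therefore decides nothing. Libraries of the stages did not overlap for 24037 genes between PF_D and PF_L (50.2%), 15070 between PF_Z and PF_L (31.4%) and 19524 between PF_D and PF_Z (40.7%), where chance gives 10%.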
